# C/D box snoRNA SNORD113-6 guides 2′-O-methylation and protects against site-specific fragmentation of tRNA^Leu^(TAA) in vascular remodeling

**DOI:** 10.1016/j.omtn.2022.09.011

**Published:** 2022-09-17

**Authors:** Eva van Ingen, Pleun A.M. Engbers, Tamar Woudenberg, M. Leontien van der Bent, Hailiang Mei, Johann Wojta, Paul H.A. Quax, A. Yaël Nossent

**Keywords:** MT: RNA/DNA Editing, tRNA-derived fragments, tRF, C/D box small nucleolar RNAs, orphan, 14q32 locus, DLK1-DIO3 locus, cardiovascular disease, vascular remodeling

## Abstract

C/D box small nucleolar RNAs (snoRNAs) of the DLK1-DIO3 locus are associated with vascular remodeling and cardiovascular disease. None of these snoRNAs has any known targets yet except for one, AF357425/SNORD113-6. We previously showed that this snoRNA targets mRNAs of the integrin signaling pathway and affects arterial fibroblast function. Here, we aimed to identify whether AF357425/SNORD113-6 can also target small RNAs. We overexpressed or inhibited AF357425 in murine fibroblasts and performed small RNA sequencing. Expression of transfer (t)RNA fragments (tRFs) was predominantly regulated. Compared with overexpression, AF357425 knockdown led to an overall decrease in tRFs but with an enrichment in smaller tRFs (<30 nucleotides). We focused on tRNA leucine anti-codon TAA (tRNA^Leu^(TAA)), which has a conserved predicted binding site for AF357425/SNORD113-6. Adjacent to this site, the tRNA is cleaved to form tRF^Leu 47–64^ in both primary murine and human fibroblasts and in intact human arteries. We show that AF357425/SNORD113-6 methylates tRNA^Leu^(TAA) and thereby prevents the formation of tRF^Leu 47–64^. Exposing fibroblasts to oxidative or hypoxic stress increased AF357425/SNORD113-6 and tRNA^Leu^(TAA) expression, but AF357425/SNORD113-6 knockdown did not increase tRF^Leu 47–64^ formation under stress even further. Thus, independent of cellular stress, AF357425/SNORD113-6 protects against site-specific fragmentation of tRNA^Leu^(TAA) via 2′O-ribose-methylation.

## Introduction

Vascular remodeling is the collective name for both adaptive and maladaptive changes to the vessel wall. This includes processes like angiogenesis and arteriogenesis on the one hand and atherosclerosis and aneurysm formation on the other.^1^ Vascular remodeling is the predominant underlying cause of most cardiovascular disease. All layers of the arterial wall, i.e., the tunica intima made up of endothelial cells, the tunica media made up of smooth muscle cells, and the tunica adventitia made up of predominantly fibroblasts, play their own role in vascular remodeling, but the role of the adventitial fibroblasts is often underestimated.^2^ Although cardiovascular disease has a complex pathology, ischemia plays an intricate part in both the development and manifestation of cardiovascular disease. Ischemia induces several forms of cellular stress, including nutrient deprivation and hypoxia, that have all been linked to increases in posttranscriptional modifications of RNA.^3^, ^4^, ^5^, ^6^, ^7^

Small nucleolar RNAs (snoRNAs) are a type of small noncoding RNA that mediate RNA modifications at the post-transcriptional level. There are two types of snoRNAs, C/D box and H/ACA box snoRNAs, named after their conserved sequence motifs. C/D box snoRNAs guide 2′-O-ribose methylation (2′Ome) of their target RNAs. The DLK1-DIO3 locus on the long arm of human chromosome 14 encodes a cluster of 41 C/D box snoRNAs (14q32; 12F1 in mice). We have demonstrated that this cluster of 14q32 C/D box snoRNAs is strongly associated with vascular remodeling and human cardiovascular disease.^8^, ^9^, ^10^ The association with cardiovascular disease is both independent of and stronger than the 14q32 long noncoding RNAs (lncRNAs) and the cluster of 14q32 microRNAs that lie adjacent to the snoRNA genes.^8^ Furthermore, plasma levels of 14q32 snoRNAs were associated with disease outcome in patients with peripheral arterial disease (PAD).^9^^,^^10^ However, all 14q32 C/D box snoRNAs, except for one, are orphan snoRNAs, meaning that they have no known RNA targets.

We recently demonstrated that one of the most abundantly expressed snoRNAs of the 14q32 cluster, human SNORD113-6, and its murine equivalent, AF357425, target mRNAs of the integrin signaling pathway, influencing both pre-mRNA processing and 2′Ome. The D’ antisense box of AF357425/SNORD113-6 is fully conserved between humans and mice. Fibroblast integrin signaling is important for cell-cell and cell-matrix interactions and acts in various forms of cardiovascular remodeling that can lead to cardiovascular disease.^11^ Indeed, knockdown of SNORD113-6 altered human arterial fibroblast function.^12^

C/D box snoRNAs associate with four conserved ribonucleoproteins NHP2L1, NOP56, NOP58, and Fibrillarin (FBL). FBL is the methyltransferase that catalyzes 2′Ome. C/D box snoRNAs have two antisense boxes, located directly upstream of the D and D’ boxes, which are not covered by ribonucleoproteins and are thus free to interact with target RNA sequences. C/D box snoRNAs hybridize to their target RNAs via Watson-Crick base-pairing. Once bound to the target RNA, the 5^th^ nucleotide upstream of the D or D’ box is positioned for 2′Ome.^13^, ^14^, ^15^ Many expressed C/D box snoRNAs, however, lack antisense elements of known rRNA 2′Ome sites and are considered orphan snoRNAs.^16^ Likely, these orphan C/D box snoRNAs target other types of RNA molecules than rRNA.^17^, ^18^, ^19^

Besides rRNAs, transfer (t)RNAs are the most heavily modified cellular RNAs.^20^ Their canonical function lies in protein translation, where they deliver amino acids to the translating peptide chain. However, recent reports show that tRNAs can be processed into tRNA-derived fragments (tRFs), which can perform other, noncanonical, functions. tRFs can derive from different regions of their parental tRNA, located anywhere from the 5′ to 3′ end, and have variable sizes up to ∼50 nucleotides.^21^^,^^22^ Fragmentation of tRNAs can be induced under cellular stress, such as oxidative stress and hypoxia, which are important triggers of vascular remodeling processes.^23^, ^24^, ^25^ Among others, angiogenin (ANG) is a tRNA-processing endonuclease that is activated during cellular stress.^23^

Recent findings show that RNA modifications guided by snoRNAs can prevent tRNA cleavage and thereby regulate tRF formation.^21^^,^^26^, ^27^, ^28^, ^29^ For instance, SNORD97 induces 2′Ome on the wobble cytidine C34 of tRNA^Met^(CAT), which protects against ANG-induced cleavage.^26^ Whether AF357425/SNORD113-6 also guides 2′Ome on small RNA molecules like tRNAs, however, is still unknown.

Here, we aimed to determine whether AF357425/SNORD113-6 can target small RNAs in the vasculature, using primary murine fibroblasts (PMFs) and primary human umbilical arterial fibroblasts (HUAFs). Fibroblasts were chosen for their relevance in vascular remodeling^2^ and because the 14q32 snoRNAs are expressed most abundantly in fibroblasts.^16^ We used both murine and human fibroblasts to be able to look only at putative target RNAs that were conserved between the two species. We confirmed our key findings using an *ex vivo* model for ischemia in intact human arteries.^30^ We performed small RNA sequencing (sRNA-seq) on primary PMFs in which we either inhibited or overexpressed AF357425. We found that tRFs were the predominant group of small RNAs that changed in expression. Knockdown of AF357425 resulted in an apparent reduction of total tRFs but an enrichment of smaller sized tRFs (18–30 nucleotides). We focused on one of these tRNAs, tRNA leucine anti-codon TAA (tRNA^Leu^(TAA)), which has a predicted binding site for AF357425 in mice and SNORD113-6 in human. sRNA-seq data showed that its dominant tRF, tRF^Leu 47–64^, is formed just upstream of this site. Formation of tRF^Leu 47-–64^ was conserved in both PMFs and HUAFs and was investigated under oxidative, hypoxic, and starvation stress. We show that AF357425/SNORD113-6 indeed methylates this tRNA and protects against site-specific tRNA^Leu^(TAA) fragmentation.

## Results

### sRNA-seq in PMFs

In order to identify small RNA targets of AF357425/SNORD113-6, we performed sRNA-seq on PMFs in which we either inhibited or overexpressed AF357425. 

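Small RNA of primary murine fibroblasts from the ear was sequenced as 1 library of AF25-high and 1 library of AF25-low cells. AF25-low cells had received GM-AF25, a gapmer (an antisense oligonucleotide with a DNA core that directs RNase H to its target), at 500 nM. AF25-high cells had received 3GA-AF25 at 200 nM. Both transfections lasted 24 h and followed 48 h in 10 μM KN-93, an inhibitor of CaMK-II that arrests cells in G1. The oligonucleotide's chemistry and dose therefore differed between the same 2 libraries as the level of AF357425, and no library of cells with a control oligonucleotide was used here. The authors had the RNA sequenced on the DNBseq platform, ran sRNAbench with the Bowtie aligner on GRCm38 and databases of small RNAs, and assigned a read with several matching loci to the locus with the highest expression.

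The values came from 3 of the authors' tables, 1 of mature tRNAs (217 features), 1 of Ensembl noncoding RNAs (1596 features) and 1 of RNAcentral entries (2980 features). The authors had divided the read counts of each table by a size factor per library. Every value was a whole multiple of what 1 read is worth in its column (100% of values, tolerance 1e-06), so the reads were recovered by division. They came to 689078 reads in AF25-high and 472550 in AF25-low cells for tRNAs, 375931 and 533803 for Ensembl noncoding RNAs, and 128776 and 115470 for RNAcentral entries. The size factor of AF25-high was 1.33 times that of AF25-low in the tRNA table, 1.14 times in the Ensembl table and 1.25 times in the RNAcentral table. A size factor taken within 1 class of RNA removes a difference that the class has in common. Reads were therefore expressed as RPM (normalized to the reads of the whole library). The library totals, 28856715 and 29103700 reads, were the medians of reads divided by the RPM of Table S2 over 38 anticodons with at least 100 RPM in both libraries. Of these, 12 anticodons in AF25-high and 13 in AF25-low lay within 1% of the median. The direction of a difference depends on this choice for ratios of AF25-high to AF25-low between 0.994 and 1.47 in the tRNA table, 0.710 and 1.15 in the Ensembl table and 0.994 and 1.26 in the RNAcentral table, which are turned by at least 1 of the 4 scalings within a table or to microRNA reads. With 1 library per condition no test of the conditions was possible. Each ratio of AF25-high to AF25-low is given with an exact (Clopper-Pearson) 95% interval, which covers counting error only and not the spread between cultures or library preparations.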

With this strategy, we aimed to obtain the largest possible difference in small RNA target expression. Gapmers were used to inhibit AF357425 expression (GM-AF25) and 3^rd^ generation antisense oligonucleotides (3GAs) to overexpress AF357425 (3GA-AF25). We showed previously that 3GAs directed against the 3′ end of AF357425 (3GA-AF25) induced snoRNA overexpression, likely through protection from degradation by endonucleases.^8^ 

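AF357425 is a C/D box snoRNA gene of the imprinted Dlk1-Dio3 locus. It lies on the plus strand of chromosome 12 of GRCm38 from 109636012 to 109636084 and its transcript has 73 nt. Nucleotides 21 to 27 of the transcript read TGGGGTT, the reverse complement of the site AACCCCA in tRNALeu(TAA), and the D' box CTGA follows at nucleotides 29 to 32. Reads assigned to AF357425 itself were not analysed here. The gene lies within the span of a transcript of Rian, the long noncoding RNA that hosts snoRNAs of this locus. This transcript runs from 109632798 to 109636273 and also spans Gm23474, another snoRNA gene. It had 37 reads in AF25-high and 14 in AF25-low cells, a ratio of 2.67 (95% interval 1.41 to 5.34). Where these reads lie on the transcript was not analysed, so reads of the snoRNAs may be among them. A longer Rian transcript that starts downstream, at 109646162, had 357 reads in AF25-high and 550 in AF25-low cells, a ratio of 0.655 (0.571 to 0.749). Of the other snoRNAs of the locus, AF357428 had a ratio of 0.664 (0.572 to 0.769) at 304 and 462 reads. AF357341 had 177 and 189 reads, and its interval held 1 (0.945, 0.765 to 1.17). Mirg, a host of microRNAs further along the locus, had a ratio of 1.04 (0.866 to 1.24) in its most abundant transcript. Both snoRNAs together had a ratio of 0.745 (0.661 to 0.840) and the long noncoding RNAs of the locus together 0.854 (0.776 to 0.940), or 1.14 (0.991 to 1.31) without the longer Rian transcript. Scaling to the total of the Ensembl table turns both sums and AF357341 above 1, and scaling by the median of ratios turns Mirg and the sum without the longer Rian transcript below 1.

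**Figure D1:**
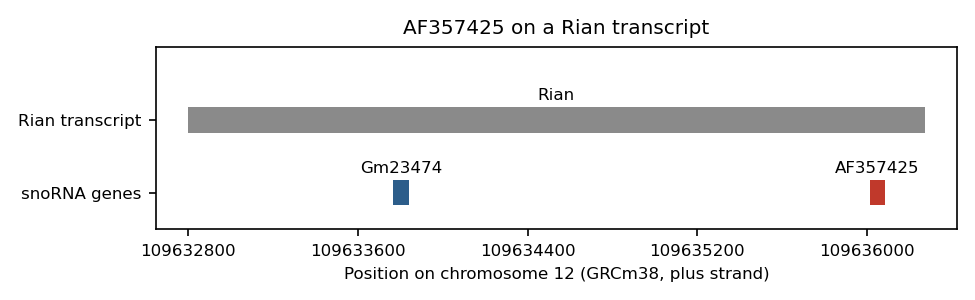
Position of AF357425 (red) and Gm23474 (blue) within the span of a Rian transcript (grey), on chromosome 12 of GRCm38, drawn to scale in base pairs. The transcript runs from 109632798 to 109636273 and AF357425 lies near its 3′ end, from 109636012 to 109636084.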

Expression of AF357425 was increased (>5-fold) in PMFs treated with 3GA-AF compared with GM-AF25 (Figure S1). 

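The tRNA, Ensembl and RNAcentral tables together held 4.14% of the AF25-high library and 3.85% of the AF25-low library. tRNAs took 2.39% and 1.62%, Ensembl noncoding RNAs 1.30% and 1.83%, and RNAcentral entries 0.446% and 0.397%. The paper's Table S3 gives 94.6% and 95.2% for microRNAs of miRBase, a class whose counts were not analysed here. Reads that the Ensembl table lists under microRNA genes are few beside those of miRBase and do not measure the levels of those microRNAs. These microRNA genes came to 2094 RPM in AF25-high and 2604 RPM in AF25-low cells, a ratio of 0.804 (95% interval 0.796 to 0.813). The most abundant of them were Snord43, a C/D box snoRNA with a transcript listed as microRNA (ratio 0.643, 0.631 to 0.655), Mir27a (0.450, 0.440 to 0.461) and Mir5099 (2.27, 2.20 to 2.33). Members of the let-7, miR-143 and other families common in cultured mesenchymal cells summed to a ratio of 1.08 (1.04 to 1.11), with 0.996 for Mir143, 0.703 for Mir27b and 1.76 for Mirlet7b. MicroRNAs of the Dlk1-Dio3 locus summed to 0.972 (0.846 to 1.12), with Mir541 higher in AF25-high (2.55, 1.70 to 3.91), Mir411 lower (0.518, 0.341 to 0.776) and an interval that held 1 for Mir337 (1.26, 0.914 to 1.74). The ratio of the microRNA genes turned to 1.13 when the libraries were scaled to the total of the Ensembl table, which also turns Mir143 and the sum for the Dlk1-Dio3 locus above 1. The sum for the mesenchymal families falls below 1 when scaled by the median of ratios. Of 81 microRNA genes with at least 20 reads in the higher library, 33 higher and 48 lower became 48 higher and 33 lower when scaled to the total.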

By far, most reads from the sRNA-seq in both samples were mapped to microRNAs. 

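Reads of snoRNAs in the Ensembl table came to 2491 RPM in AF25-high and 2723 RPM in AF25-low cells, a ratio of 0.915 (95% interval 0.906 to 0.924). Most of them belonged to U3, which guides cleavage of the rRNA precursor, through Rnu3b3 (37574 reads in AF25-high and 42169 in AF25-low cells, ratio 0.899, 0.886 to 0.911) and Rnu3a (ratio 1.15, 1.09 to 1.22). Of the C/D box snoRNAs, the class that includes guides of 2′Ome, Snord104 (0.765, 0.738 to 0.794) and Snord118 (0.622, 0.584 to 0.663), also known as U8, were lower in AF25-high. Snord57 (1.99, 1.85 to 2.13) and Snord14d (1.59, 1.46 to 1.74) were higher. The 57 C/D box snoRNAs with at least 20 reads in the higher library had a median log2 ratio of -0.14 (26 higher, 31 lower in AF25-high), the 7.20 percentile of random lists matched on reads. The 13 H/ACA box snoRNAs, which guide pseudouridylation, had a median of -0.11 (percentile 24.8), with Snora41 at a ratio of 0.820 (0.741 to 0.908), Snora3 at 0.838 (0.724 to 0.969) and Snora7a at 0.929 (0.789 to 1.09).

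Nearly all reads annotated as rRNA, mitochondrial rRNA aside, lay in the RNAcentral table. They came to 2092 RPM in AF25-high and 2043 RPM in AF25-low cells, a ratio of 1.02 (95% interval 1.01 to 1.04). Of the 41 RNAcentral entries of rRNA with at least 20 reads in the higher library, 9 were higher and 32 lower in AF25-high. Their median ratio was 0.706, so the sum rests on a minority of entries. The Ensembl table held 208 and 497 reads of rRNA genes, a ratio of 0.422 (0.357 to 0.497), led by the 5.8S gene n-R5-8s1 (113 and 328 reads). Both tables together gave 1.02 (1.01 to 1.03). For snoRNAs the RNAcentral table held 878 and 624 reads, with a ratio of 1.42 (1.28 to 1.57), and the ratio of the Ensembl snoRNAs became 1.29 when scaled to the total of that table. That scaling also turns Rnu3b3, Snord104, Snora41, Snora3 and Snora7a above 1, and leaves 40 higher and 17 lower of the C/D box and 10 higher and 3 lower of the H/ACA box snoRNAs. Scaling by the median of ratios turns the rRNAs of RNAcentral below 1.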

Read counts mapped to microRNAs, as well as those that mapped to the much lower expressed snoRNA and rRNA genes, were similar between AF25-high and AF25-low cells. However, reads that mapped to tRNA genes, which are all tRFs of <45 nucleotides in length, appeared to be reduced in number in AF25-low cells (Figure 1A; Tables S2 and S3). 

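Reads of mature tRNAs came to 23879 RPM in AF25-high and 16237 RPM in AF25-low cells, a ratio of 1.47 (95% interval 1.47 to 1.48). Of 52 anticodons, 42 had more RPM in AF25-high and 10 had fewer. Among the 48 anticodons with at least 50 reads in the higher library, the interval lay above 1 for 38, below 1 for 5 and held 1 for 5. The ratio was highest for the asparagine tRNA AsnGTT, at 4.40 (4.23 to 4.59) with 12858 reads in AF25-high and 2944 in AF25-low cells. It was followed by LeuCAA (3.27, 3.09 to 3.46), SerGGA (2.83, 2.36 to 3.41), PheGAA (2.55, 2.44 to 2.66), MetCAT (2.26, 2.21 to 2.30), TyrGTA (2.19, 2.16 to 2.23), the selenocysteine tRNA SeC(e)TCA (2.19, 1.86 to 2.58) and ProTGG (2.14, 2.12 to 2.16). ProTGG was also the most abundant anticodon, with 3933 RPM in AF25-high and 1838 RPM in AF25-low cells. The ratio was lowest for LeuAAG (0.644, 0.628 to 0.659), followed by GlyTCC (0.719, 0.700 to 0.739). AlaTGC (0.858, 0.839 to 0.877), ValAAC (0.903, 0.847 to 0.963) and GlyGCC (0.981, 0.964 to 0.998) were also lower in AF25-high, while the intervals of IleGAT (0.856, 0.650 to 1.13), SerTGA (0.927, 0.833 to 1.03) and GlnCTG (0.963, 0.927 to 1.00) held 1. When the libraries were scaled within the tRNA table, as in the authors' normalized counts, the tRNA ratio was 1.09 and 26 of 52 anticodons were higher in AF25-high, with SerGGA, PheGAA and the others named above as highest still above 1. Reads that match tRNAs of several anticodons are assigned to 1 of them, so values of single anticodons, such as the leucine anticodons LeuCAA and LeuAAG, depend on that assignment.

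**Figure D2:**
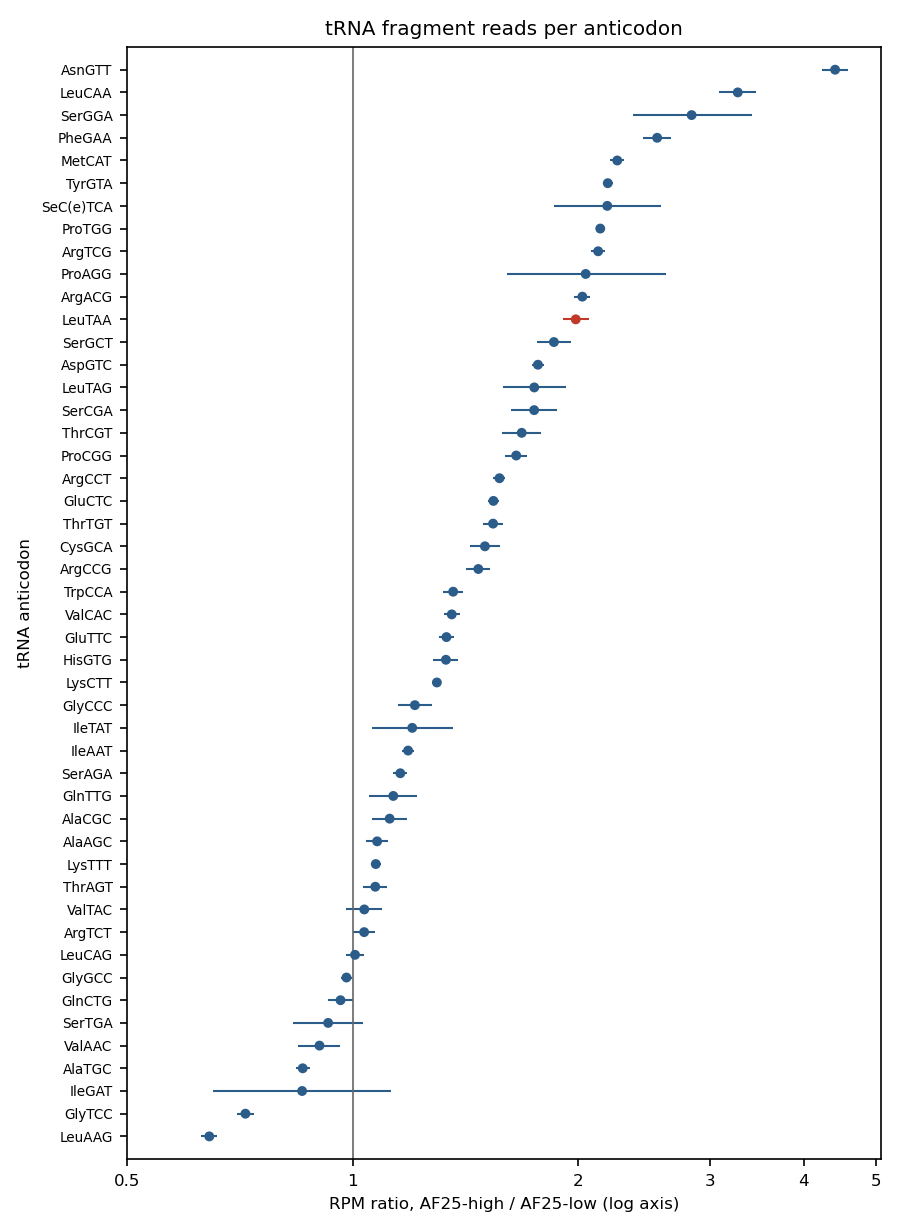
Ratio of RPM in AF25-high to AF25-low cells (x, log axis) for each of 48 anticodons with at least 50 reads in the higher library (y), with LeuTAA in red. Lines are exact 95% intervals for counting error only, in 1 library per condition, scaled to the whole library, and 40 anticodons lie to the right of 1, from LeuCAG at 1.01 to AsnGTT at 4.40. Scaled by the median of ratios of the tRNA table, 25 of the 48 would lie to the right of 1.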

Where the longer tRFs (30–45 nucleotides) appeared enriched in AF25-high cells, smaller-sized tRFs (18–29 nucleotides) were enriched in AF25-low cells, particularly the 18-nucleotide tRFs (Figure 1B). These data indicate that AF357425 may protect against tRNA fragmentation.

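Summed per amino acid (selenocysteine included), tRNA reads were higher in AF25-high for 18 of 21 amino acids (12 when scaled by the median of ratios of the tRNA table) and lower for alanine (0.936, 0.920 to 0.953), glycine (0.914, 0.901 to 0.927) and, with an interval that held 1, glutamine (0.998, 0.965 to 1.03). tRNAs of 6 amino acids were at least 2-fold higher, those for asparagine, phenylalanine, methionine, tyrosine, proline and selenocysteine, and scaled by the median of ratios those of 1, asparagine. Arginine tRNAs had a ratio of 1.70 (1.69 to 1.72), aspartate 1.77 (1.74 to 1.80), cysteine 1.50 (1.43 to 1.57), glutamate 1.46 (1.44 to 1.48), lysine 1.19 (1.18 to 1.21), isoleucine 1.18 (1.16 to 1.20), histidine 1.33 (1.28 to 1.38), threonine 1.36 (1.33 to 1.39), tryptophan 1.36 (1.32 to 1.40) and serine 1.28 (1.25 to 1.30). The sums for histidine, isoleucine, lysine, serine, leucine and valine fall below 1 when scaled by the median of ratios. tRNAs that carry queuosine at the wobble position (AsnGTT, AspGTC, HisGTG and TyrGTA) summed to 2.08 (2.06 to 2.10), and those whose wobble adenosine is deaminated to inosine to 1.15 (1.14 to 1.16). tRNAs often found as 5′ fragments after cleavage by angiogenin, among them GlyGCC, GluCTC and LysCTT, summed to 1.34 (1.33 to 1.35). With the median of ratios the inosine sum and the sum of this last list fall below 1, and 17 higher and 11 lower inosine loci become 9 higher and 19 lower, 19 higher and 8 lower loci of the last list 11 higher and 16 lower, and 12 higher and 1 lower queuosine loci 8 higher and 5 lower.

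Leucine tRNAs, which have a long variable arm, differed in sum and in median. Their sum had a ratio of 1.05 (1.04 to 1.07), with the abundant LeuAAG lower, while the 15 loci with at least 20 reads had a median log2 ratio of 1.04 (12 higher, 3 lower), the 99.9 percentile of 10000 random lists of tRNA loci matched on reads. Scaled to the total of the tRNA table, 10 leucine loci were higher and 5 lower in AF25-high. Values of single leucine loci depend on how reads shared among them were assigned. Together with serine and selenocysteine tRNAs, those with a long variable arm had a median of 0.89 (percentile 99.9), while serine loci alone had 0.21 (percentile 20.4) and selenocysteine loci alone 0.30 (percentile 45.4). The median log2 ratio of valine tRNA loci was -0.16 (percentile 3.42) at a ratio of sums of 1.25 (1.22 to 1.27). Of 41 lists with a measured member, 3 had a median among the highest 2.5% of random lists and 1 among the lowest 2.5%. The lengths of the fragments were not analysed here. From the lower number of tRNA reads in AF25-low cells (Fig. 1A) and the shift of their lengths toward shorter fragments (Fig. 1B), the paper proposes that AF357425 may protect against tRNA fragmentation.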

**Figure 1:**
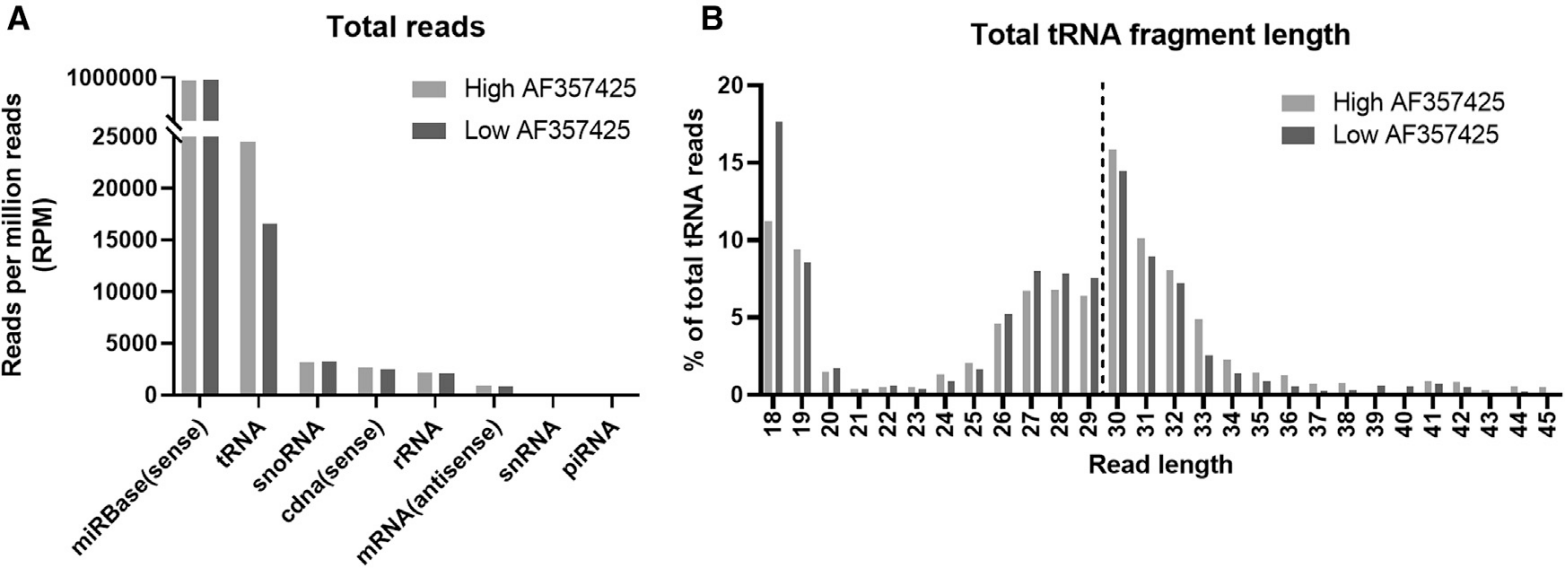
sRNA-seq (A) Total reads mapped to small RNAs, normalized to reads per million (RPM) and (B) total tRNA fragment length (in nucleotides), shown as a percentage (%) of total tRNA reads in high AF357425 (overexpressed) and low AF357425 (inhibited) primary murine fibroblasts. N.B., Piwi-interacting RNAs (piRNAs) and small nuclear RNAs (snRNAs) were detected, but the number of reads was too low to be visible in the graph at this y-axis scale.

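piRNAs, which are known from the germline, were listed in the RNAcentral table at 30.4 RPM in AF25-high and 18.8 RPM in AF25-low cells, from 878 and 548 reads, a ratio of 1.62 (95% interval 1.45 to 1.80). Of 8 piRNA entries with at least 20 reads in the higher library, 6 were higher and 2 lower in AF25-high. snRNAs, the RNA components of the spliceosome, came to 59.8 RPM in AF25-high and 40.7 RPM in AF25-low cells in the Ensembl table, a ratio of 1.47 (1.36 to 1.58), and to 29.4 RPM in AF25-high and 53.7 RPM in AF25-low cells in the RNAcentral table, where the direction was the opposite (ratio 0.547, 0.502 to 0.595). Both tables together gave 0.945 (0.895 to 0.997). Of the named snRNAs, Rnu1a1 (U1) had 289 and 327 reads (ratio 0.891, 0.758 to 1.05), Rnu12 (U12 of the minor spliceosome) a ratio of 1.51 (1.09 to 2.11) and Rnu5g (U5) a ratio of 1.39 (0.953 to 2.04). Scaling to the total of the Ensembl table turns Rnu1a1 above 1. U6, the reference of the qPCR measurements, was not analysed here.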

### Fragmentation of tRNA^Leu^(TAA)

In order to investigate the mechanisms through which AF357425/SNORD113-6 may influence tRNA fragmentation, we focused on a single tRNA. Among others, tRNA^Leu^(TAA) had a predicted D’ box antisense sequence for AF357425. This site was conserved in human tRNA^Leu^(TAA) for the D’ box antisense sequence of SNORD113-6. Except for the outer 2 nucleotides, a perfect reverse complementary sequence for the middle 7 nucleotides is present in both mouse and human tRNA^Leu^(TAA) (AACCCCA; Figure 2B). A tRF cleaved just upstream of this predicted 2′Ome site (18–20 nucleotides; Figure 2A), tRF^Leu 47–64^, was abundantly expressed in both AF25-high and AF25-low cells (Figure 2B). However, the total tRFs generated from tRNA^Leu^(TAA) were decreased in AF25-low cells. In contrast, tRF^Leu 47–64^ was more abundant relative to the total tRFs in AF25-low (50%) compared with AF25-high cells (35%; Figures 2B and 2C). 

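tRNALeu(TAA) had 246 RPM in AF25-high and 124 RPM in AF25-low cells, from 7095 and 3605 reads, a ratio of 1.98 (95% interval 1.91 to 2.07). Its reads were assigned to 4 loci, and each of them had more reads in AF25-high. The locus on chromosome 10 took 78.5% of the reads in AF25-high and 81.6% in AF25-low cells, with 193 RPM in AF25-high and 101 RPM in AF25-low cells (ratio 1.91, 1.82 to 2.00). RefSeq places 1 tRNALeu(TAA) gene on this chromosome, n-TLtaa3, from 12922571 to 12922653 of GRCm38, a gene of 83 bp. The locus on chromosome 19, where RefSeq has n-TLtaa4 from 12011086 to 12011168, had 50.2 and 21.9 RPM (ratio 2.30, 2.09 to 2.52). The remaining loci were rare. The locus on chromosome 13, where RefSeq has n-TLtaa2 from 21848022 to 21848104, had 53 and 14 reads (ratio 3.82, 2.09 to 7.45), and that on chromosome X had 27 and 13 (ratio 2.09, 1.04 to 4.42). Since a read that matches several loci goes to the most expressed of them, the split between the 4 loci is uncertain, and reads shared with other leucine anticodons leave some uncertainty in their sum. Scaled within the tRNA table, the ratio of tRNALeu(TAA) was 1.48.

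**Figure D3:**
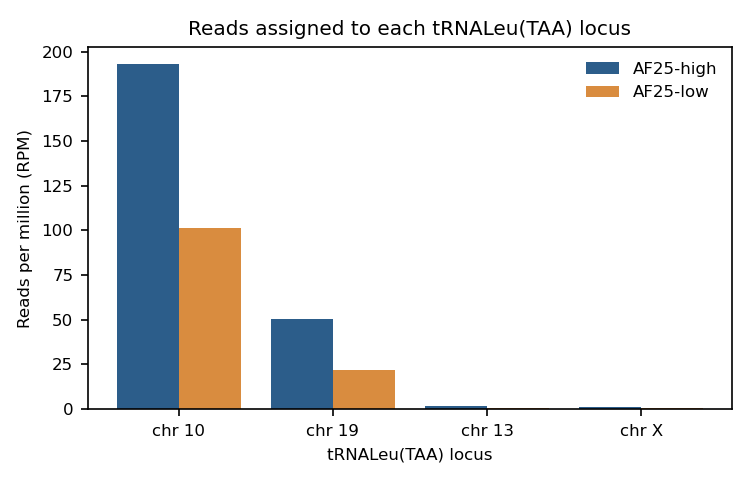
RPM of reads assigned to each of the 4 tRNALeu(TAA) loci (x, by chromosome) in AF25-high (blue) and AF25-low (orange) cells, 1 library each. The chromosome 10 locus stands at 193 and 101 RPM and the chromosome 19 locus at 50.2 and 21.9 RPM.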

We confirmed expression of tRF^Leu 47–64^ by northern blot in both PMFs and in HUAFs. Expression of tRF^Leu 47–64^ appeared enhanced under oxidative stress (Figures 2D and 2E).

**Figure 2:**
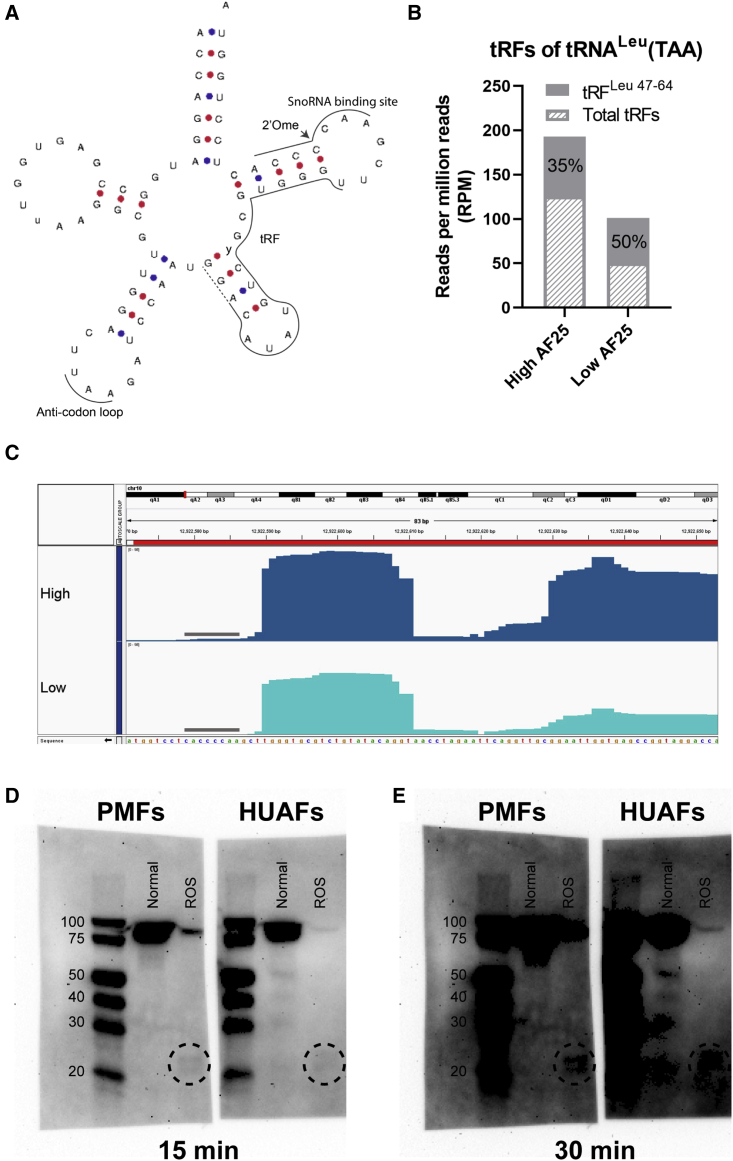
Fragmentation of tRNA^Leu^(TAA) (A) Schematic overview of the mature tRNA^Leu^(TAA) sequence in mouse and human. The AF357425/SNORD113-6 predicted binding site (snoRNA binding site), tRNA fragment generated upstream of the binding site, tRF^Leu 47–64^, and the anti-codon loop are indicated with a line. The dashed line indicates length extension of tRF^Leu 47–64^, representing 3 different sizes of generated tRFs. Arrow points at the predicted 2′O-methylation (2′Ome) site. γ represents U in mice and C in human. Figure adapted from GtRNAdb.^31^ (B) The fragment of interest, tRF^Leu 47–64^, shown as a percentage of total tRFs generated from tRNA^Leu^(TAA). Data are normalized to RPM. (C) Coverage plot of tRNA^Leu^(TAA) in primary murine fibroblasts with either high or low AF357425 expression. The predicted AF357425 binding site is indicated with a line. Sequence is shown from 3′ to 5′. (D and E) Northern blots exposed for (D) 15 and (E) 30 min using the ChemiDoc-IT imaging system. Primary murine fibroblasts (PMFs) and human umbilical arterial fibroblasts (HUAFs) were cultured in normoxic and reactive oxidative stress (ROS) conditions. A digoxigenin labeled probe was used to visualize tRFs. A circle indicates tRF^Leu 47–64^.

### Validation of tRNA^Leu^(TAA) 2′Ome

Next, we performed reverse transcription at low dNTP concentration followed by quantitative PCR (RTL-Q) to calculate the estimated methylated fraction (EMF), using site-specific primers for detection of 2′Ome. We confirmed 2′Ome of the mature full-length tRNA^Leu^(TAA), located on the 5^th^ nucleotide upstream of the D’ antisense box, in both PMFs and HUAFs. Inhibition of AF357425/SNORD113-6 partly reduced 2′Ome at this site compared with a gapmer control (GM-ctrl; p for trend = 0.0725 in PMFs and 0.0968 in HUAFs; Figure 3). 2′Ome also appeared present on the precursor-(pre)tRNA^Leu^(TAA) in HUAFs, but we could not confirm snoRNA-induced regulation of 2′Ome in the pre-tRNA^Leu^(TAA) due to high Ct values above the detection threshold (>45 Ct; Figure S2). The validation of 2′Ome in both mouse and human cells suggests that both are evolutionarily conserved features of tRNA^Leu^(TAA).

**Figure 3:**
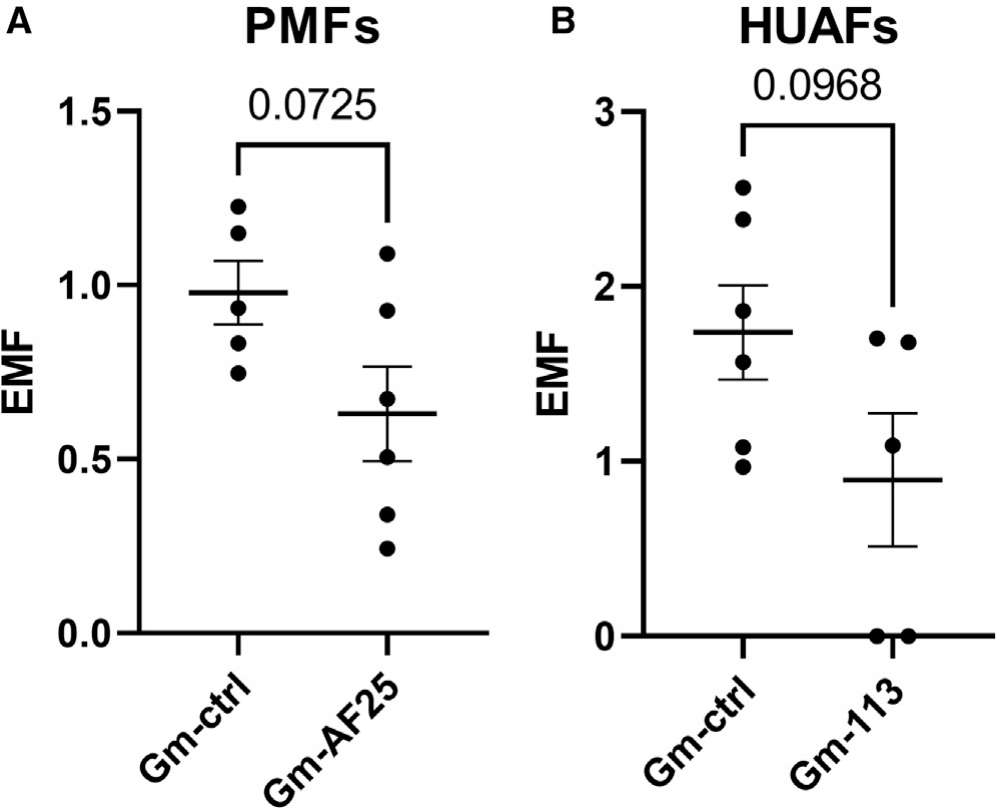
2′Ome at predicted AF357425/SNORD113-6 binding sites on tRNA^Leu^(TAA) For detection of 2′O-methyated nucleotides and to calculate the estimated methylated fraction (EMF), reversed transcription at low dNTP concentration followed by quantitative PCR (RTL-Q) was performed. Site-specific reversed primers were used exactly on and 1 nucleotide downstream of the predicted 2′Ome site to accurately determine the exact location of the 2′Ome site. (A) PMFs or (B) HUAFs were transfected with gapmers against AF357425 (GM-AF25)/SNORD113-6 (GM-113) or a gapmer control (GM-ctrl) for 24 h. Data represent a minimum of three independent experiments. n is represented by the individual dots. Data are represented as mean ± SEM. A two-tailed unpaired t test was performed to compare GM-AF25/113 with GM-ctrl.

### Fragmentation of tRNA^Leu^(TAA) under cellular stress

As fragmentation of tRNAs can be induced during cellular stress,^23^, ^24^, ^25^ we cultured PMFs and HUAFs under different cellular stress conditions and measured expression levels of AF357425/SNORD113-6, mature tRNA^Leu^(TAA), and tRF^Leu 47–64^ by qPCR. Endogenous expression of AF357425/SNORD113-6 and mature tRNA^Leu^(TAA) showed similar expression patterns in PMFs and HUAFs, with increased expression under both hypoxia and oxidative stress, compared with the normal culture condition control. Serum starvation, on the other hand, did not induce changes in either AF357425/SNORD113-6 or tRNA^Leu^(TAA) expression compared with normal culture conditions. Expression of tRF^Leu 47–64^ was only increased significantly under hypoxia in both PMFs and HUAFs but appeared slightly elevated under oxidative stress as well (Figure 4).

**Figure 4:**
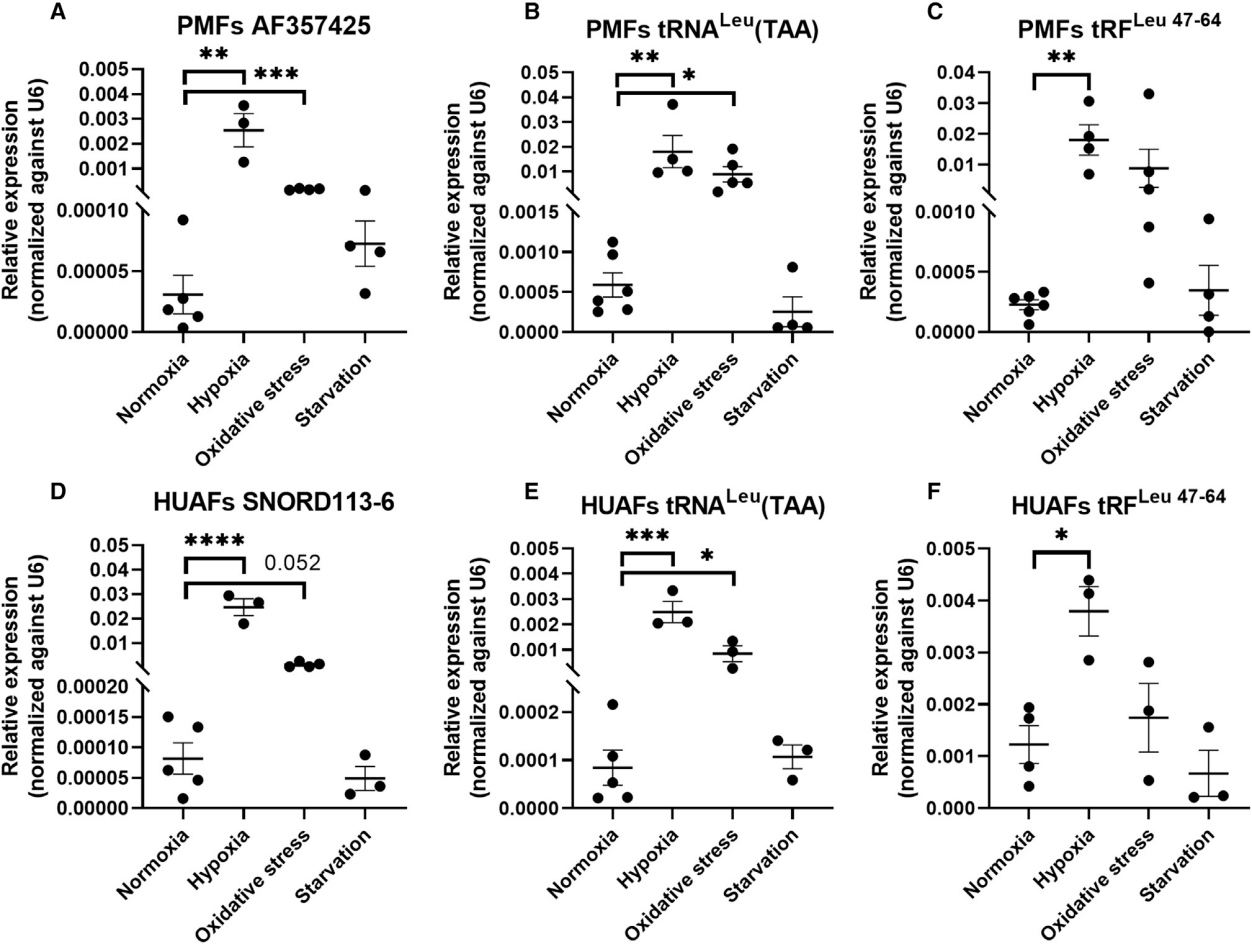
Relative snoRNA, tRNA^Leu^(TAA), and tRF^Leu 47–64^ expression during cellular stress Relative expression levels in (A–C) PMFs and (D–F) HUAFs cultured in normoxic, hypoxic, oxidative stress, and starvation conditions. Expression levels are normalized to U6. Data represent a minimum of three independent experiments. n is represented by the individual dots. Data are represented as mean ± SEM. A two-tailed unpaired t test was performed to compare treatment with the control. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.005, compared with normoxia.

Subsequently, PMFs and HUAFs were transfected with either GM-AF25/113 or a GM-ctrl and were cultured under the different cell stress conditions. The absolute Ct value of mature tRNA^Leu^(TAA) was divided by the Ct value of tRF^Leu 47–64^ in order to quantify the expression of tRF^Leu 47–64^ relative to mature tRNA^Leu^(TAA), which it was generated from. The ratio was increased under AF357425/SNORD113-6 inhibition under control conditions in both PMFs and HUAFs (Figure 5). In PMFs, the ratio was also increased under hypoxia and showed a trend toward an increased ratio under serum starvation (Figure 5A). This increased ratio demonstrates that more tRF^Leu 47–64^ is formed relative to its mature tRNA, when AF357425/SNORD113-6 is inhibited. When we quantified expression of ANG, we did not observe a difference between GM-AF25/113 and GM-ctrl (Figure S3). However, ANG did increase under cellular stress, similar to the snoRNA, both in PMFs and HUAFs. We can neither confirm nor exclude that ANG is responsible for cleavage of tRNA^Leu^(TAA), but we can conclude that ANG is not influenced by the snoRNA directly and that changes in fragmentation are likely caused by changes in snoRNA-guided 2′Ome of the tRNA.

**Figure 5:**
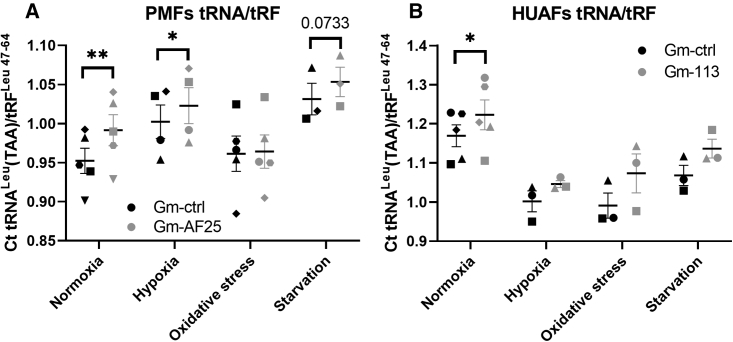
Ratio mature tRNA^Leu^(TAA)/tRF^Leu 47–64^ in primary cells exposed to different cell stress stimuli (A) PMFs and (B) HUAFs transfected with GM-AF25/113 or GM-ctrl and cultured in normoxic, hypoxic, oxidative stress, or starvation conditions. Expression levels were measured by qPCR. Ratios were calculated by dividing absolute Ct values of the mature tRNA by Ct values of the tRF. Data represent a minimum of three independent experiments. n is represented by the individual dots. Data are represented as mean ± SEM. A two-tailed paired t test was performed to compare single treatment with the control, within each experiment. ∗p < 0.05, ∗∗p < 0.01, compared with GM-ctrl.

### snoRNA, tRNA, and tRF expression in human arteries

In many vascular pathologies, adventitial fibroblasts are activated and become myofibroblasts.^2^ We therefore examined whether inhibition of SNORD113-6 affects this phenotype transition (Figure S4). There was a trend toward reduced collagen type 1 alpha 1 chain (COL1A1) expression in GM-113-treated fibroblasts (p = 0.07); however, protein expression was affected by snoRNA inhibition. Although α-smooth muscle actin (αSMA) was expressed, as is common for fibroblasts in culture, we did not observe differences between GM-113- and GM-ctrl-treated cells.

To examine whether tRNA^Leu^(TAA) fragmentation increases under stress conditions in human vascular tissues, we used internal mammary arteries (IMAs), which were harvested during elective coronary bypass surgery on patients with coronary artery disease. After culturing the vessels *ex vivo* under control or ischemic (= hypoxia + starvation) conditions for 24 h, expressions of SNORD113-6, tRNA^Leu^(TAA), and tRF^Leu 47–64^ were measured. Consistent with our *in vitro* models, expression of SNORD113-6 was significantly upregulated (p = 0.0432) under ischemic conditions (Figure 6A). tRNA^Leu^(TAA) also appeared somewhat upregulated, but not significantly (Figure 6B). tRF^Leu 47–64^ expression, however, was not altered (Figure 6C). When we calculated the Ct tRNA^Leu^(TAA)/tRF^Leu 47–64^, there was a trend toward a decrease in the ratio, indicating that less tRNA^Leu^(TAA) was cleaved into tRF^Leu 47–64^ (Figure 6D).

**Figure 6:**
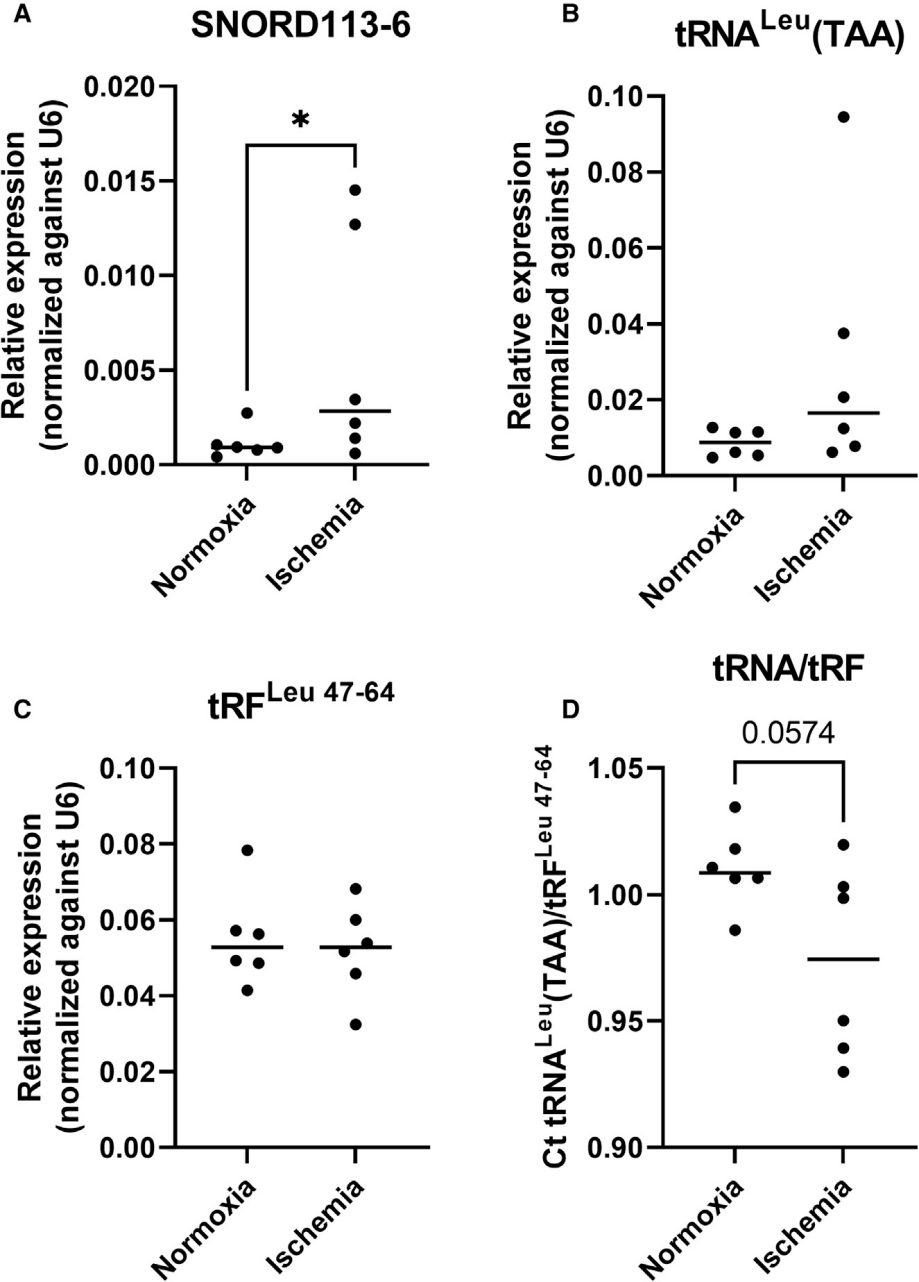
Relative snoRNA, tRNA^Leu^(TAA), and tRF^Leu 47–64^ expression in human inner mammary arteries cultured *ex vivo* under ischemic conditions Relative expression levels of SNORD113-6 (A), tRNA Leu(TAA) (B), and tRFLeu 47–64 (C), as well as ratios calculated by dividing absolute Ct values of the mature tRNA by Ct values of the tRF (D). n is represented by the individual dots. Data are represented as mean ± SEM. A two-tailed ratio paired t test was performed to compare expression between normoxic and ischemic artery samples. ∗p < 0.05.

### Effects of 2′Ome on tRNA stability

Ribonucleotide modifications in the structural core of the tRNA may stabilize the tRNA and reduce tRNA degradation rates.^32^ After transfection with either GM-AF25/113 or GM-ctrl, cells were treated with a high concentration of actinomycin D (5 μg/μL) for 1 h to inhibit novel tRNA transcription. In both PMFs and HUAFs, mature tRNA^Leu^(TAA) was rapidly degraded, but no differences were observed between GM-AF25/113 and GM-ctrl (Figures 7A and 7C). In PMFs, the relative expression of mature tRNA^Leu^(TAA) was lower to begin with in AF25-low cells and remained lower after 1 h, compared with GM-ctrl (Figure 7A). To rule out differences in degradation rates of housekeeping genes used (RPLP0 and U6) between the two groups, we also normalized the expression levels at 1 to 0 h (T0; Figures 7B and 7D). Indeed, no differences in degradation rates between GM-AF25/113 or GM-ctrl were observed, indicating that a reduction of this single 2′Ome modification did not affect overall mature tRNA^Leu^(TAA) stability but only the site-specific fragmentation.

**Figure 7:**
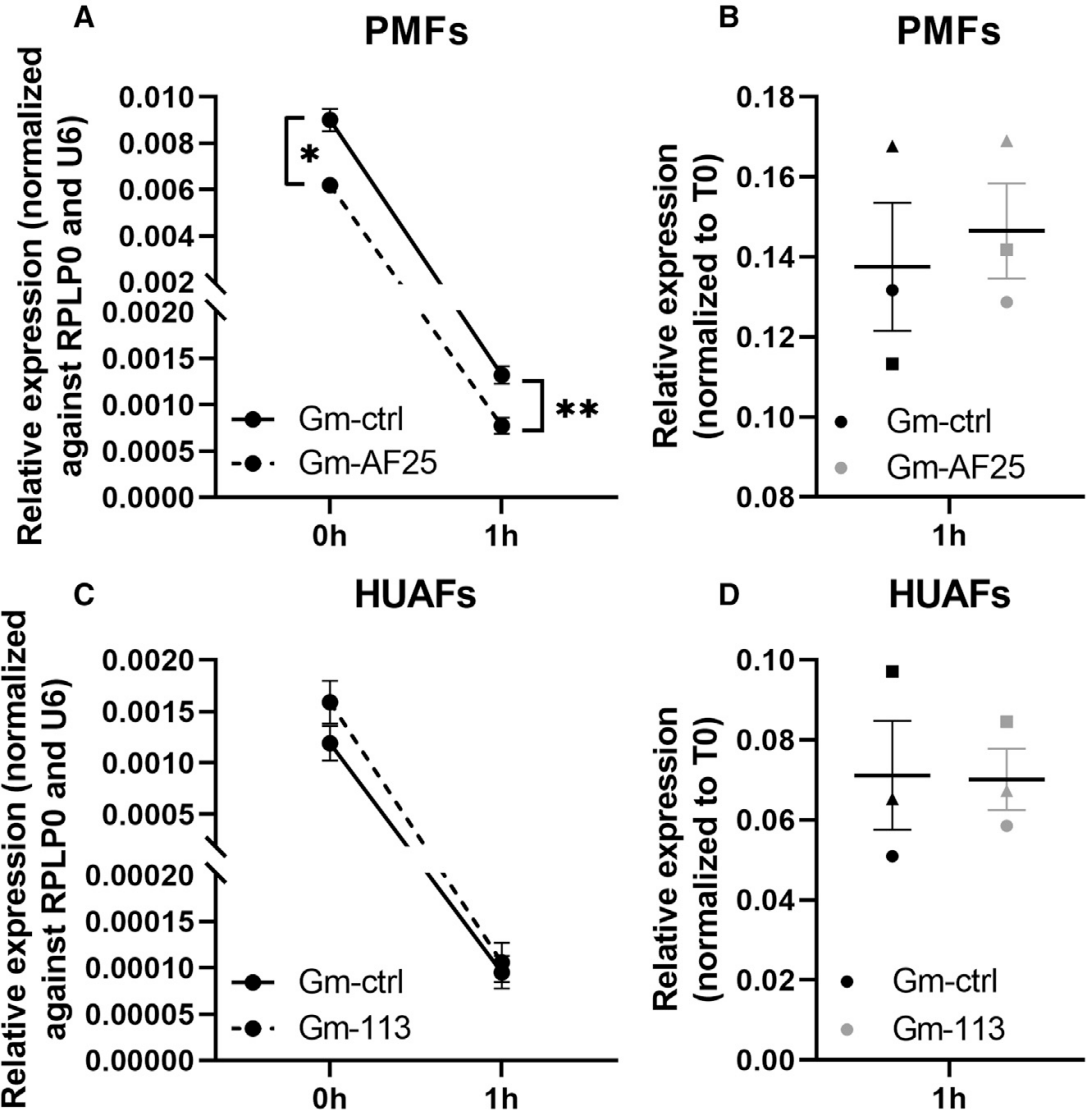
Stability of tRNA^Leu^(TAA) in primary cells (A and B) PMFs and (C and D) HUAFs were transfected with GM-AF25/GM-113 or a GM-ctrl for 24 h. After 24 h, cells were treated for 1 h with actinomycin D to inhibit novel RNA transcription. Mature tRNA levels were measured 0 and 1 h after addition of actinomycin D. (A and C) Expression levels were normalized to RPLP0 and U6. n is 3. (B and D) Expression levels at 1 h were normalized to 0 h (T0). n is represented by the individual dots. Data are represented as mean ± SEM. ∗p < 0.05, ∗∗p < 0.01, compared with GM-ctrl.

## Discussion

Here, we aimed to further elucidate the role of the vasoactive 14q32 snoRNA AF357425/SNORD113-6 in vascular remodeling. We investigated whether AF357425/SNORD113-6 could also target small RNAs besides the previously identified integrin signaling mRNA targets.^33^ 

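Among the classes of the 3 tables, tRNAs had the largest difference in RPM, 7643 RPM more in AF25-high. Scaled by the median of ratios within each table, with the RPM of AF25-low kept, this difference was 1521 RPM. Mitochondrial rRNAs then had 3287 RPM more in AF25-low. The miscellaneous RNAs (Y RNAs, vault RNA, 7SL and 7SK) had 2073 RPM more in AF25-low, so both differences were larger. That order sets classes under different factors side by side, 1.33 for tRNAs and 1.14 for the Ensembl table. It therefore cannot rank classes across tables. In RPM of the whole library, mitochondrial rRNAs came next in the tables, with 2944 RPM more in AF25-low. The miscellaneous RNAs followed with 1928 RPM more in AF25-low and the Ensembl microRNA genes with 509.8 RPM more in AF25-low. The most abundant of these microRNA genes was the transcript of the snoRNA Snord43, which was lower in AF25-high. The microRNAs of miRBase, which are outside these tables, differ by 5807 RPM in Table S3, with more in AF25-low. As a ratio, the difference of the miscellaneous RNAs (0.362, 95% interval 0.357 to 0.366) and of the mitochondrial rRNAs (0.468, 0.464 to 0.472) was larger than that of tRNAs. Both rest on few genes. The mitochondrial rRNAs are 2 genes of opposite direction, with a ratio of 1.44 (1.38 to 1.51) without mt-Rnr2, the large mitochondrial rRNA. Y RNAs made up 27548 of 31536 miscellaneous reads in AF25-high and 81518 of 87928 in AF25-low cells. Of 149 tRNA loci with at least 20 reads in the higher library, 23.5% were at least 2-fold apart, 31 higher and 4 lower in AF25-high. This share was 18.4% of 136 snoRNAs (9 higher, 16 lower), 23.5% of 81 microRNA genes (6 higher, 13 lower), 39.0% of 41 rRNA entries of RNAcentral (3 higher, 13 lower), 25.0% of 4 rRNA genes of Ensembl and 40.0% of 10 snRNAs. Among lncRNA entries of RNAcentral it was 42.9% of 261, and among its tRNA entries 48.0% of 25 (6 higher, 6 lower). Of these 25 tRNA entries, 12 were higher and 13 lower in AF25-high, while all tRNA entries of RNAcentral summed to 1.27 (1.21 to 1.33). tRNA loci were higher in AF25-high in 71.8% of cases, snoRNAs in 50.0% and miscellaneous RNAs in 11.1%. Scaled by the median of ratios these were 52.3%, 40.4% and 0%, and scaled to the table's total 45.6%, 70.6% and 33.3%. The loci at least 2-fold apart also depend on the scaling. By the median of ratios of the tRNA table, 10.1% of tRNA loci were at least 2-fold apart, 8 higher and 7 lower in AF25-high, and by its total 6 higher and 14 lower. For snoRNAs the counts were 7 higher and 21 lower by the median of ratios and 31 higher and 5 lower by the total of the Ensembl table, and for microRNA genes 4 higher and 19 lower and 12 higher and 4 lower.

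**Figure D4:**
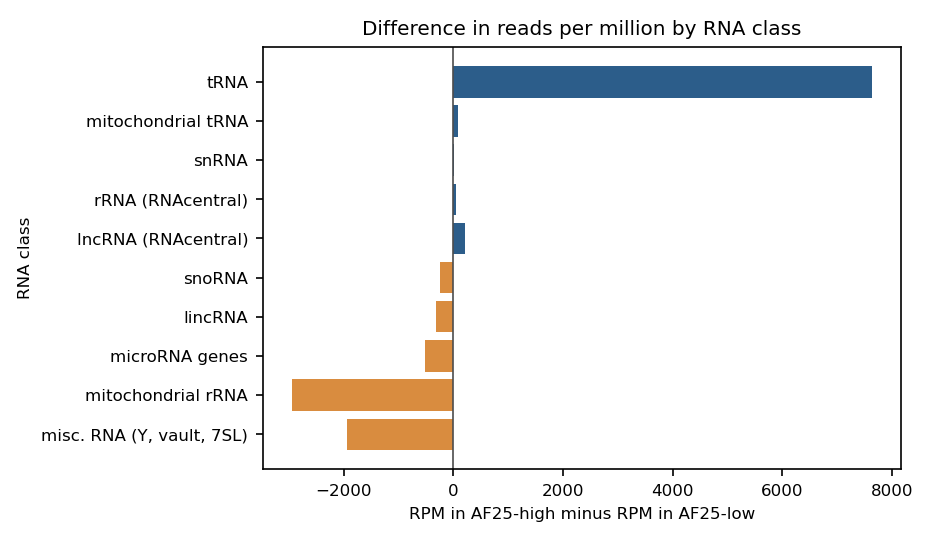
RPM in AF25-high minus RPM in AF25-low cells (x) for 10 classes of RNA in the 3 tables (y), 1 library per condition, with blue bars for classes higher in AF25-high and orange bars for classes lower. The bar of tRNAs reaches 7643 RPM and that of mitochondrial rRNAs -2944 RPM. The gene mt-Rnr2 sets the direction of the mitochondrial rRNAs. The lincRNAs include Rmrp, the RNA of RNase MRP, and the microRNA genes a transcript of the snoRNA Snord43. Scaled to the total of their table, snoRNAs, lincRNAs and microRNA genes turn higher in AF25-high and the rRNAs of RNAcentral lower, and scaled by the median of ratios the rRNAs and lncRNAs of RNAcentral turn lower.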

We found that tRNAs are the predominant small RNA target of AF357425 in primary fibroblasts. Inhibition of AF357425/SNORD113-6 led to an overall decrease in tRFs, and, compared with overexpression of the snoRNA, less larger (>30 nucleotides) and more smaller (<30 nucleotides) tRFs were formed. In order to investigate the underlying mechanisms of action, we focused on tRNA^Leu^(TAA), which has a conserved binding site for the D’ box seed sequence of AF357425/SNORD113-6. We showed that tRNA^Leu^(TAA) is a 2′Ome target of AF357425/SNORD113-6 and that snoRNA inhibition led to an apparent reduction of 2′Ome at this site, both in murine and in human primary fibroblasts. Endogenous expression of AF357425/SNORD113-6 and mature tRNA^Leu^(TAA) both increased under hypoxia and oxidative stress. Endogenous tRF^Leu 47–64^ expression was also elevated under hypoxia *in vitro*. In intact human arteries however, ischemia-induced upregulation of SNORD113-6 appeared to reduce tRNA^Leu^(TAA) fragmentation into tRF^Leu 47–64^. Knockdown of AF357425/SNORD113-6 resulted in an increased ratio of tRF^Leu 47–64^ relative to its mature tRNA^Leu^(TAA). 2′Ome by AF357425/SNORD113-6 was not important for the overall stability of the tRNA, and therefore, we conclude that it acts via protecting against site-specific fragmentation of tRNA^Leu^(TAA) into tRF^Leu 47–64^.

Regarding the biological role of tRF^Leu 47–64^ in vascular remodeling and cardiovascular disease, much remains unclear. Just like we show here, several other recent studies have shown that fragmentation of tRNAs increases under cellular stress.^23^, ^24^, ^25^^,^^34^ Similar cellular stress conditions also trigger vascular remodeling. This implicates that the formation of tRFs play a regulatory role in vascular remodeling. Indeed, oxygen-glucose deprivation, which is an *in vitro* model for ischemic reperfusion injury, induced tRNA cleavage in neuronal cells.^25^ Also *in vivo*, in models for acute ischemic stroke and PAD, the formation of tRFs was strongly increased.^24^ Similarly, we have previously shown that the 14q32 snoRNAs are regulated under ischemic conditions in patients with PAD and during vascular remodeling.^8^ In the current study, we show that expression of AF357425/SNORD113-6 indeed increased during hypoxia and oxidative stress in cells, as well as under ischemia in whole human inner mammary arteries cultured *ex vivo*. In whole artery tissue, ischemia appear to reduce the cleavage of tRNA^Leu^(TAA) into tRF^Leu 47–64^ when looking at their Ct ratio. In cells, we did not observe this decrease; however, exposing cells to cellular stress did not result in an additional increase of tRF^Leu 47–64^ to mature tRNA^Leu^(TAA) ratio in AF357425/SNORD113-6 knockdown cells, whereas expression of mature tRNA^Leu^(TAA) and ANG both increased under both hypoxia and oxidative stress.

Even though our findings implicate a role for site-specific fragmentation of tRNAs in vascular remodeling, the question remains what the molecular and biological function of the formed tRNA fragment tRF^Leu 47–64^ could be. Assumingly, tRF^Leu 47–64^ has an important role in vascular biology, as tRF^Leu 47–64^ is also generated under physiological conditions and not exclusively during cellular stress. Our group, as well as others, have shown that tRFs have potential as circulating biomarkers in, for example, acute stroke.^35^, ^36^, ^37^ It has also been demonstrated that tRFs can perform all sorts of regulatory functions, including regulation of protein translation, microRNA-like functions by base-pairing with mRNAs, and interaction with RNA-binding proteins.^38^^,^^39^ Furthermore, tRFs have been shown to be functionally active in modulating cardiac and skeletal muscle function and endothelial function but also in inhibition of angiogenesis.^24^^,^^40^ Which exact regulatory function(s) tRF^Leu 47–64^ may have and how it impacts vascular function, as well as vascular remodeling, remains to be determined.

Regarding the molecular role of snoRNA-induced 2′Ome of tRNA^Leu^(TAA), the same post-transcriptional modifications on tRNAs have been shown to both protect from and promote fragmentation.^27^^,^^28^ Our data suggest that AF357425/SNORD113-6 2′Ome protects the tRNA from cleavage into small fragments (∼18 nucleotides in length) rather than promoting it. However, we found more tRFs in total, including all tRFs formed of tRNA^Leu^(TAA), and longer fragments (>30 nucleotides) in AF357425-high cells than in AF357425-low cells. Perhaps the presence or absence of modifications attracts different tRNA endonucleases, which produce different tRF species. The role of AF357425/SNORD113-6 2′Ome in cleavage of other tRNAs remains to be determined, but likely, its function is to prevent fragmentation of shorter tRFs (∼18 nucleotides in length).

Besides the stabilizing tertiary structure, little is known about other functions of post-transcriptional modifications in the structural core of tRNAs.^32^ AF357425/SNORD113-6 targets and guides 2′Ome in the T-arm, the structural core, of tRNA^Leu^(TAA). 2′Ome and the formation of tRF^Leu 47–64^ were found in both mice and humans, suggesting that both are evolutionarily conserved features of tRNA^Leu^(TAA). Degradation rates of tRNA^Leu^(TAA) were similar between GM-ctrl and GM-AF25/113 transfected cells, indicating that 2′Ome by AF357425/SNORD113-6 is not important for the overall tRNA^Leu^(TAA) stability. Of course, tRNAs are heavily modified, and reduction of a single 2′Ome modification may not have direct consequences for their stability. This could however pose a threat to the reliability of our measurements. Modifications on tRNAs may impede reverse transcription and limit detection of tRFs and tRNAs by qRT-PCR.^41^ However, 2′Ome by AF357425/SNORD113-6 is located toward the 3′ end of the tRNA. We designed qPCR primers for mature tRNA^Leu^(TAA) upstream of that site in order to limit confounding effects by the presence or absence of 2′Ome. Furthermore, expression of tRF^Leu 47–64^, which we initially found in the sRNA-seq, was confirmed by northern blot, and our qPCR results showed that tRF^Leu 47–64^ and mature tRNA^Leu^(TAA) were both abundantly expressed. We cannot control for effects of other modifications in our qPCRs; however, if reversed transcription was hampered by other modifications, these were likely similar between GM-AF25/113 and GM-ctrl.

Taken together, we show that AF357425/SNORD113-6 targets predominantly tRNAs, protecting the tRNA from cleavage into small fragments. When zooming in on one specific tRNA, tRNA^Leu^(TAA), we show that AF357425/SNORD113-6 induces 2′Ome of the mature tRNA, thereby protecting against site-specific tRNA fragmentation. The function of tRF^Leu 47–64^ in vascular remodeling and whether this tRF forms a potential future therapeutic target for treatment and/or prevention of cardiovascular disease, however, remain to be elucidated.

## Materials and methods

### Cell culture

Cells were cultured in a humidified incubator at 37°C under 5% CO_2_. Cells were passaged at 70%–90% confluency and used up to passage 6. DMEM, supplemented with 10% heat-inactivated fetal calf serum (FCSi) and 1% Pen/Strep, was used as culture media and was refreshed every 2–3 days.

### PMF isolation

Ear tissues from C57BL/6-J mice, about 3 weeks of age, were clipped into smaller pieces and embedded in 0.2% gelatine in 6-well plates. DMEM supplemented with 20% FCSi and 1% nonessential amino acids (NEAAs; Thermo Fisher Scientific, Waltham, MA, USA, cat. no. 11140050) was added to the embedded ear clippings. After 7 days, skin fibroblasts were grown out of the tissues onto the bottom of the culture plates. PMFs were expanded in culture media up to passage 3. PMFs were then used for further analysis or frozen down and stored in liquid nitrogen for later use.

### Primary HUAF isolation

Umbilical cords from full-term pregnancies were collected, stored in sterile PBS at 4°C, and, within 7 days, used for HUAF isolation. The two arteries were isolated from the umbilical cord. Endothelial cells were removed by gently rolling the artery over a blunted needle. After that, the tunica adventitia and tunica media were separated using surgical tools. The tunica adventitia was incubated overnight in culture media supplemented with 10% heat inactivated human serum (PAA, Pasching, Austria) and 1% NEAA. The next day, the tunica adventitia was treated with 2 mg/mL collagenase type II solution (Worthington, OH, USA, cat. no. NC9693955) at 37°C. The resulting cell suspension was filtered over a 70 μm cell strainer and centrifuged at 400 × *g* for 10 min. Cells were plated in 6-well plates, and media were refreshed after 90 min to remove slow adhering nonfibroblast cells. HUAFs were expanded up to passage 3 and used for further analysis or frozen down and stored in liquid nitrogen for later use.

### Cellular stress conditions

Oxidative stress in both PMFs and HUAFs was induced by adding 10 μM reactive oxygen species (ROS) mimic tert-butyl hydroperoxide (tBHT; Luperox, 458139, Sigma Aldrich, St. Louis, MO, USA) to the culture media for 24 h. To serum starve the cells, DMEM with 1% PenStrep, supplemented with 1% FCSi for PMFs or 3% FCSi for HUAFs, was added to the cells. Different incubation times were tested for serum starvation (Figure S5). An incubation time of 24 h was determined as the most optimal time point. To induce hypoxia, cells in normal culture media were kept in a humidified incubator at 37°C under 1% O_2_ for 24 h. Absolute Ct values of AF357425 and U6 expression are shown in Figure S6.

### RNA isolation and qRT-PCR

RNA was isolated by standard TRIzol (Thermo Fisher Scientific, cat. no. 15596026) chloroform extractions. RNA concentration and purity were measured using Nanodrop (Nanodrop Technologies, Wilmington, DE, USA) or the Bioanalyzer (2100 Bioanalyzer Instrument, Agilent, Santa Clara, CA, USA).

Reversed transcription of total RNA was performed with the high-capacity RNA-to-cDNA reverse transcription kit (Applied Biosystems, Thermo Fisher Scientific, cat. no. 4388950). Quantitect SybrGreen reagents (Qiagen Benelux, Venlo, the Netherlands, cat. no. 204145) were used for quantifications. Custom designed TaqMan small RNA assays (Thermo Fisher Scientific, cat. no. 4398987) were used for reversed transcription and quantifications of tRFs. Expression levels were normalized to U6 using the 2^−ΔCt^ method. All primers used are provided in Table S1.

### 3GAs and gapmers

3GAs were kindly provided by Idera Pharmaceuticals (Cambridge, MA, USA). 3GAs directed to AF357425 consisted of two identical strands of DNA nucleotides with a full phosphorothioate backbone, connected by a 5′ phosphorothioate linker. GMs were custom designed against AF357425 (GM-AF25) or SNORD113-6 (GM-113; Sigma Aldrich). GMs were made up out of five 2′Ome RNA nucleotides, 10 DNA nucleotides, and five more 2′Ome RNA nucleotides with full phosphorothioate backbone. Sequences of 3GAs and GMs are provided in Table S1.

### Transfection with 3GAs and gapmers

Prior to transfections, G1 cell-cycle arrest was induced by treating cells with KN-93 (Sigma Aldrich, cat. no. K1385), an inhibitor of CaMK-II (the multifunctional Ca^2+^/CaM kinase). KN-93 was added to the culture media at a concentration of 10 μM for 48 h. After cell synchronization, cells were washed with PBS, and basal DMEM was added. Meanwhile, lipofectamine RNAiMAX Reagent (Thermo Fisher Scientific, cat. no. 13778030) was used to create micelles loaded with 3GAs or GMs against snoRNA AF357425 or SNORD113-6 for transfection. Micelles were added to the cells, and after 1 h of transfection, 10% FCSi was supplemented to the transfected cells. Two concentrations of GM transfection were tested for optimal snoRNA inhibition (Figure S7). The optimal inhibition, without visible cytotoxic effects, was at 500 nM. A timeline of AF357425 and SNORD113-6 inhibition showed efficient snoRNA knockdown at 24 h. Therefore, for all experiments a concentration of GMs (500 nM) or 3GAs (200 nM; as established in a previous study^8^) and a total transfection time of 24 h were used. After 24 h of transfection, cells were washed with PBS and used for further experiments or analyses.

### RNA-seq and analysis

RNA was isolated from PMFs transfected with 3GAs or GMs against AF357425. Absolute Ct values of AF357425 and U6 expression are shown in Table S4 and Figure S6. Isolated RNA was shipped to BGI for DNBseq sRNA-seq (GEO: GSE190537). Generated sRNA-seq files in FASTQ format are processed using the sRNAbench tool.^42^ Bowtie aligner was used to align reads to various reference genome and databases, such as GRCm38, mirbase small database, and RNAcentral. The expression of multiple classes of small RNA are quantified in the single assignment-based approach where reads mapping to multiple loci are assigned to the locus that has the highest expression. Reads per million (RPM) normalized counts are further generated that are used for downstream analysis.

### Northern blotting

Total RNA samples were diluted in Novex Tris-borate-EDTA (TBE)-urea sample buffer (Thermo Fisher Scientific, cat. no. LC6876), denatured at 95°C for 5 min, and put on ice. 15% Mini-PROTEAN TBE-urea gels (BioRad, cat. no. 4566053) in TBE buffer were pre-run at 200 V for 20 min. After that, RNA samples and a digoxigenin (DIG)-labeled Blue Color Marker for small RNA (DynaMarker, BioDynamics, cat. no. DM270-125uL) were loaded on the gel. Gels were electrophoresed at 200 V for ∼1 h. Next, RNA was transferred from the gel to a Hybond N+ membrane (GE Healthcare, cat. no. RPN203B) at 200 mA for 1 h. A Mini Trans-Blot Electrophoretic Transfer Cell (BioRad) system with an ice element and stirrer were used for RNA transfer. Next, RNA was crosslinked to the membrane with freshly prepared 1-ethyl-3-(3-dimethylaminopropyl) carbodiimide (EDC; Sigma, cat. no. E1769) 1-methylimidazole (Sigma, cat. no. 336092) crosslinking solution (pH 8) for 1 h at 60°C. Membranes were pre-hybridized in ULTRAhyb Oligo Hybridization Buffer (Invitrogen, cat. no. AM8663) at 37°C for 30 min while gently shaking. Dual DIG-labelled DNA probes (designed and ordered at Integrated DNA Technologies, Coralville, IA, USA) were denatured at 95°C for 1 min, added to the hybridization buffer (final concentration 5 nM), and left overnight at 37°C. The next day, membranes were washed with low stringency wash buffer (2× SSC, 0.1% SDS) and high stringency wash buffer (0.1× SSC, 0.1% SDS) at 37°C and then washed with 2× SSC buffer at room temperature. Then, membranes were washed and blocked with the DIG Wash and Block Buffer Set (Roche, cat. no. 11585762001) according to the manufacture’s protocol. After blocking for 3 h at room temperature while shaking, anti-DIG-AP, Fab fragments (Roche, cat. no. 11093274910) in blocking buffer (1:15.000) were added to the membranes. CDP-star Development Reagent (Roche, cat. no. CDP-RO) was added to the membranes, and images were acquired using ChemiDoc-IT imaging system. Dual DIG-labelled DNA probes are listed in Table S1.

### Detection of 2′Ome

For detection of 2′Ome nucleotides, we used an adaptation of the RTL-Q method that was described by Dong et al.^43^ To accurately determine the exact location of the 2′Ome site on mature tRNA, a reversed primer downstream of the 2′Ome site (R_D_) and a reversed primer on the 2′Ome site (R_U_) were designed to the +1 and 0 nt downstream of the predicted 2′Ome nucleotide, respectively. The RT reaction was performed in two consecutive steps. First, a mixture of 20 ng RNA and 10 μM R_D_ or R_U_ primers was denatured at 70°C for 5 min and incubated at 42°C for 10 min as an initial annealing step. Then, a high (200 μM) or low (0.5 μM) concentration of dNTPs (Promega, cat. no. U1511), 200 U M-MLV reverse transcriptase (Promega, cat. no. M1705), and 20 U recombinant RNasin ribonuclease inhibitor (Promega, cat. no. N2515) was added to the RT reaction. The RT reaction was incubated at 42°C for 90 min, followed by incubation at 75°C for 15 min. When a 2′Ome site is present, the extension of the R_D_ primer pauses at this site when low dNTP concentrations are used, whereas the R_U_ primer does not. Primer extensions are not affected by 2′Ome sites when performing RT at high dNTP concentrations. The differences in RT products were quantified by SYBR green-based qPCR. The EMF was calculated using the following formula.

EMF = (Ct Low dNTP R_D_ – Ct High dNTP R_D_) – (Ct Low dNTP R_U_ – Ct High dNTP R_U_)

EMF >0 means that methylation is present. EMF ≤ 0 means that no methylation is present.

The sequence of the human precursor tRNA (pre-tRNA) was obtained from publicly available RNA-seq data performed by Gogakos et al.^44^ RT primers were designed around the predicted 2′Ome site. One reverse primer was designed upstream of the possible 2′Ome site (R_U_) and one downstream of the 2′Ome site (R_D_). One forward primer (FW) was used for both R_U_ and R_D_. The same RTL-Q conditions were used as for mature tRNA. All primer sequences are provided in Table S1.

### Fibroblast-to-myofibroblast transition

HUAFs were cultured on coverslips and transfected with GM-ctrl or GM-113-6 for 24 h. For collagen staining, cells were fixed in Zinc Formal-Fixx (Thermo Fisher Scientific, cat. no. 6764255) for 30 min and washed with PBS. Collagen was visualized with a picrosirius red staining.

For αSMA staining, cells were fixed in 4% PFA for 15 min and washed in PBS. An antibody against αSMA, 1A4 (Dako M0851, 1:1000), and a secondary antibody Alexa Fluor 555 DαMouse (Invitrogen A31570, 1:1000) were used to visualize αSMA. Hoechst (34580, 1:1,000) was used to stain the nuclei.

Fiji was used to perform immunohistochemistry and immunofluorescence analysis. The area was divided by the total amount of nuclei. The integrated density, which is the sum of values of the pixels, was calculated and divided by the total amount of nuclei (intensity).

Primer sequences for COL1A1 and αSMA (smooth muscle α-2 actin [ACTA2]) are provided in Table S1.

### Collection of surplus human artery samples

Human artery samples were collected at the Leiden University Medical Center. Collection, storage, and processing of the samples were performed in compliance with the Medical Treatment Contracts Act (WGBO, 1995) and the Code of Conduct for Health Research using Body Material (Good Practice Code, Dutch Federation of Biomedical Scientific Societies, 2002) and the Dutch Personal Data Protection Act (WBP, 2001).

Human IMAs were harvested during elective coronary bypass surgery from seven patients with coronary artery disease. Only surplus tissue was collected. These samples were anonymized, and no data were recorded that could potentially trace back to an individual’s identity. Vessels were left to rest overnight in culture medium (DMEM Glutamax with 10% heat FCSi and 100 U penicillin and 100 μg streptomycin per mL) at 37°C and 20% oxygen and subsequently cultured for 24 h, either at control conditions (20% oxygen and culture medium) or at hypoxia + starvation conditions (1% oxygen and FCS reduced to 0.5%).

Samples were snap frozen and stored at −80°C. Frozen tissues were crushed in liquid nitrogen, and total RNA was isolated from tissue powder by standard TRIzol-chloroform extraction as described above.

### Degradation assay

HUAFs and PMFs were treated with KN-93 for 48 h and then transfected with GM-113 or GM-AF25, respectively, or a negative GM-ctrl, as described above. After 24 h of transfection, cells were treated with 5 μg/μL actinomycin D (Sigma Aldrich, cat. no. A9415) to inhibit novel RNA transcription for 1 h. The decline of mature tRNA and the tRF levels over time were quantified by qPCR. Relative AF357425 and SNORD113-6 expression before and after 1 h actinomycin D treatment is shown Figure S8.

### Statistical analyses

Results are expressed as mean ± standard error of the mean (SEM). An unpaired t test was performed to compare single treatment with the control. As knockdown efficiency varied per experiment, for these experiments a paired t test was performed to compare each treatment with its own control, within each individual experiment. Graphpad (v.9.0.1) was used to perform all statistical analysis. p <0.05 was considered significant, and p < 0.1 was considered a trend.

## Data Availability

The small RNA-seq data sets of PMFs with overexpression (high) and inhibition (low) of AF357425 were deposited in the Gene Expression Omnibus database under GEO: GSE190537.

## Supplemental information

Document S1. Tables S1–S4 and Figures S1–S8

Document S2. Article plus supplemental information

# Supplementary material for: C/D box snoRNA SNORD113-6 guides 2′-O-methylation and protects against site-specific fragmentation of tRNALeu(TAA) in vascular remodeling
**Source:** Mol Ther Nucleic Acids. 2022 Sep 17;30:162–72. doi: 10.1016/j.omtn.2022.09.011
**Supplement:** Document S1. Tables S1–S4 and Figures S1–S8

Supplemental information

**C/D box snoRNA SNORD113-6 guides 2'-O-
methylation and protects against site-specific
fragmentation of tRNA^{Leu}(TAA) in vascular remodeling**

Eva van Ingen, Pleun A.M. Engbers, Tamar Woudenberg, M. Leontien van der Bent, Hailiang Mei, Johann Wojta, Paul H.A. Quax, and A. Yaël Nossent

Supplemental Tables

Table S1. Oligonucleotide and primer sequences. 3rd Generation Antisense (3GA) and gapmers (GM). [nnn]_D = DNA-nucleotides; [nnn]_{2'OmeR} = 2'Ome-RNA nucleotides; X = phosphorothioate linker.

Oligonucleotide

3GA-AF357425	3'-[GGGTTTAATCACTGTCCTC] _D -X-<br>[CTCCTGTCACATAATTTGGG] _D -3'
GM-AF357425-D'	3'-[GUCAG] _{2'OmeR} [AAACCCCATG] _D [CUCCU] _{2'OmeR} -5'
GM-113-6-D'	3'-[CAGAA] _{2'OmeR} [ACCCCATGAT] _D [ATTCA] _{2'OmeR} -5'
GM-Control	3'-[AUCGA] _{2'OmeR} [TACCGTATAA] _D [UAACG] _{2'OmeR} -5'

Northern blot

Dual DIG-labelled DNA probes	/5Dig/ACCCACGCAGACATATGT/3Dig/

Methylation primers

Mature tRNA ^{Leu} (TAA)	CCGAGTGGTTAAGGCGTTG
HSA/MMU FW	
Mature tRNA ^{Leu} (TAA)	TGGTACCAGGAGTGG
HSA/MMU R _D	
Mature tRNA ^{Leu} (TAA)	GGTACCAGGAGTGGG
HSA/MMU R _U	
pre-tRNA ^{Leu} (TAA) HSA FW	AAACAAGGTTCAACGTCTGCA
pre-tRNA ^{Leu} (TAA) HSA R _D	ACCTAAAGCTACCAGGAGTGG
pre-tRNA ^{Leu} (TAA) HSA R _U	CGAACCCACGCGGACATATG

qPCR primers

Mature tRNA ^{Leu} (TAA) FW	CCGAGTGGTTAAGGCGTTG
Mature tRNA ^{Leu} (TAA) RV	CAGGAGTGGGGTTCGAAC

Taqman Custom designed

tRF ⁴⁷⁻⁶⁴ MMU	UGGACAU AUGUCUGCGUGGGU
tRF ⁴⁷⁻⁶⁴ HSA	UGGACAU AUGUCCGCGUGGGU

Housekeeping genes

U6- MMU/HSA – FW	AGAAGATTAGCATGGCCCCT
U6- MMU/HSA – RV	ATTTGCGTGTATCCTTGCG
RPLP0 HSA FW	TCCTCGTGGAAGTGACATCG
RPLP0 HSA RV	TGTCTGCTCCCAATGAAAC
RPLP0 MMU FW	GTGATGCCAGGGAAGACAG

RPLP0 MMU RV

TCTGCTCCCACAATGAAGCA

SnoRNAs

SNORD113-6 – FW

TGGACCAGTGATGAATATCATG

SNORD113-6 – RV

TGGACCTCAGAGTTGCAGATG

AF357425 – FW

AGGAGCATGGGGTTTCTGAC

AF357425 – RV

TTTCATAAGGGTTTAATCACTGTCC

Angiogenin

HSA FW

CTGGGCGTTTTGTTGTTGGTC

HSA RV

GGTTTGGCATCATAGTGCTGG

MMU FW

CCAGGCCCGTTGTTCTTGAT

MMU RV

GCAAACCATTCTCACAGGCAATA

COL1A1

HSA FW

TGTGATGGGATTCCCTGGACCTAAAG

HSA RV

TGAGCTCCAGCCTCTCCATCTTTG

ACTA2

HSA FW

AGATCCTGACTGAGCGTGGCTATTC

HSA RV

CTCTTCTCAAGGGAGGATGAGGATGC

Table S2. Expression of tRNA fragments in reads per million (RPM). Small RNA sequencing was performed on primary murine fibroblasts with AF357425 overexpression (High) and knockdown (Low). Fold change is calculated by dividing High by Low RPM. Read counts are quantified in the single assignment approach where reads that map to multiple loci are assigned to the locus that has the highest expression.

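The table of mature tRNAs analysed here lists 217 loci for 52 anticodons, and the reads were summed over the loci of each anticodon. Mouse tRNA genes exist in many identical or nearly identical copies, so a fragment of one often matches several loci. Such reads go to the locus with the highest expression. The locus with the most reads over both libraries held a median of 91.2% of an anticodon's reads in AF25-high and 90.3% in AF25-low cells. For AsnGTT this locus lay on chromosome 3, with 98.4% and 95.7% of the reads of 6 loci. For MetCAT, which covers the initiator and the elongator tRNA, with 10 loci, it lay on chromosome 13 and held 44.0% and 48.8%. For AlaAGC, with 11 loci, it held 21.6% and 31.7%, while another locus had more reads in AF25-high. 10 anticodons had a single locus, among them GlyTCC and ValTAC.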

**antiCodon**	**High RPM**	**Low RPM**	**FoldChange**
AlaAGC	342	317	1,08
AlaCGC	169	198	0,85
AlaTGC	334	387	0,86
ArgACG	686	338	2,03
ArgCCG	304	188	1,61
ArgCCT	1000	637	1,57
ArgTCG	786	376	2,09
ArgTCT	235	227	1,04
AsnGTT	446	101	4,40
AspGTC	1109	628	1,77
CysGCA	159	106	1,50
GlnCTG	144	150	0,96
GlnTTG	85	79	1,07
GluCTC	1153	735	1,57
GluTTC	640	489	1,31
GlyACC	22	13	1,67
GlyCCC	167	179	0,94
GlyGCC	817	806	1,01
GlyTCC	322	445	0,72
HisATG	2	2	1,09
HisGTG	213	160	1,33
IleAAT	957	811	1,18
IleGAT	11	7	1,66
IleTAT	20	16	1,20
LeuAAG	256	382	0,67
LeuCAA	255	178	1,43
LeuCAG	272	221	1,23
LeuTAA	238	121	1,97
LeuTAG	157	217	0,72
LysCTT	1758	1357	1,30
LysTTT	1241	1156	1,07
MetCAT	984	437	2,25
PheGAA	250	99	2,53
ProAGG	853	347	2,46

ProCGG	726	355	2,04
ProTGG	2659	1319	2,02
SeC(e)TCA	16	7	2,19
SeCTCA	1	1	0,67
SerAGA	470	406	1,16
SerCGA	77	44	1,75
SerGCT	139	74	1,88
SerGGA	25	8	2,95
SerTGA	161	144	1,12
SupTTA	3	1	2,42
ThrAGT	203	192	1,06
ThrCGT	148	87	1,69
ThrTGT	280	188	1,49
TrpCCA	333	245	1,36
TyrGTA	1610	736	2,19
ValAAC	233	178	1,30
ValCAC	328	261	1,26
ValTAC	88	85	1,04

Table S3. Read counts small RNA sequencing. Small RNA sequencing was performed on PMFs with overexpression (High) or inhibition (Low) of AF357425.

	

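Table S3 counts the reads per class of RNA after each read was assigned once. Some classes of the Ensembl and RNAcentral tables have no line of their own in it. Mitochondrial tRNAs came to 305 RPM in AF25-high and 212 RPM in AF25-low cells, transcripts annotated as retained introns to 2106 RPM in AF25-high and 1791 RPM in AF25-low cells, lincRNAs to 1564 RPM in AF25-high and 1869.9 RPM in AF25-low cells and antisense RNAs to 356 RPM in AF25-high and 252 RPM in AF25-low cells. Reads of retained introns belonged mostly to hosts of snoRNAs, Snhg1 (25756 and 25029 reads, ratio 1.04, 1.02 to 1.06, below 1 when scaled by the median of ratios) and Gas5 (23888 and 16753 reads in its most abundant transcript, ratio 1.44, 1.41 to 1.47). Among RNAs annotated as lincRNAs the most abundant was Gm42418, with 18451 and 25641 reads (ratio 0.726, 0.712 to 0.740). The lincRNA class also holds Rmrp, the RNA of RNase MRP, at 219 RPM in AF25-high and 581 RPM in AF25-low cells. This difference is larger than that of the class as a whole. Gm42418 and the lincRNAs as a class turn above 1 when scaled to the total of the Ensembl table. RNAcentral entries labelled only as other RNA came to 644 RPM in AF25-high and 445 RPM in AF25-low cells. Reads assigned to messenger RNA were not analysed here.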

**High<br>AF357425**	**Low<br>AF357425**
miRbase (sense)	946057,48	951864,44
tRNA	24527,6	16588,28
snoRNA	3167,57	3262,12
Cdna (sense)	2620,37	2459,04
rRNA	2138,41	2084,58
mRNA<br>(antisense)	911,45	845,88
snRNA	96,46	99,15
piRNA	51,18	33,09

Table S4. Absolute Ct values of AF357425 and U6. Small RNA sequencing was performed on primary murine fibroblasts with AF357425 overexpression (3GA-AF25) and knockdown (GM-AF25).

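A Ct value is the PCR cycle at which a product becomes detectable, so a lower value stands for more template, and the Ct of U6 corrects for the amount of RNA. From the paper's Ct values, the difference between AF357425 and U6 was 0.923 cycles after 3GA-AF25 and 3.31 cycles after GM-AF25. On the assumption of a doubling in each cycle, this is a level relative to U6 of 0.527 and 0.101, a 5.24-fold higher level in the cells of the AF25-high library. These values rest on the 1 Ct value per RNA and oligonucleotide in Table S4.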

Sample	Ct AF357425	Ct U6
3GA-AF25	21,58	20,65667
GM-AF25	23,71	20,39667

Supplemental Figures

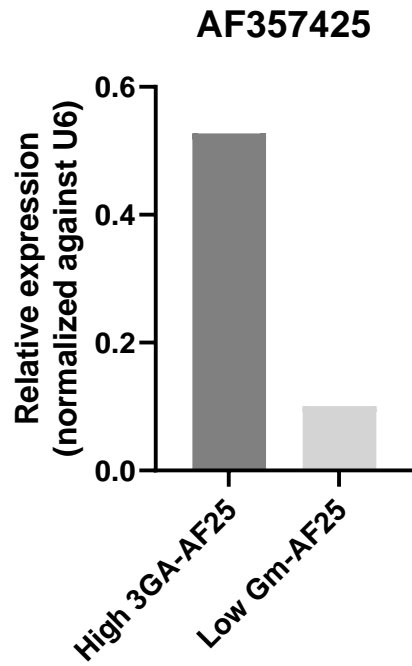

Figure S1. Relative AF357425 expression in small RNA-seq samples. Primary murine fibroblasts were transfected with 3rd Generation Antisense (High 3GA-AF25) or Gapmers (Low Gm-AF25) against AF357425 for 24 hours. Expression levels are normalized to U6.

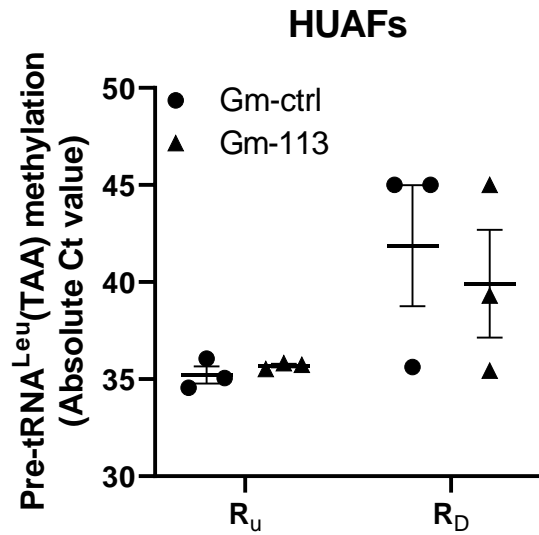

Figure S2. Precursor (pre-)tRNA^{Leu}(TAA) methylation in human arterial fibroblasts (HUAFs). For detection of 2'O-methylated nucleotides, Reversed Transcription at Low dNTP concentration followed by Quantitative PCR (RTL-Q) was performed. Reversed primers were designed upstream (R_U) and downstream (R_D) of the predicted 2'O-methylation (2'Ome) site. RT was performed at low dNTP concentrations. When a 2'Ome site is present, the extension of the R_D primer pauses at this site when low dNTP concentrations are used, whereas the R_U primer does not. Results are shown in absolute Ct values. Ct values above the detection threshold are shown as 45 Ct. N is represented by the individual dots.

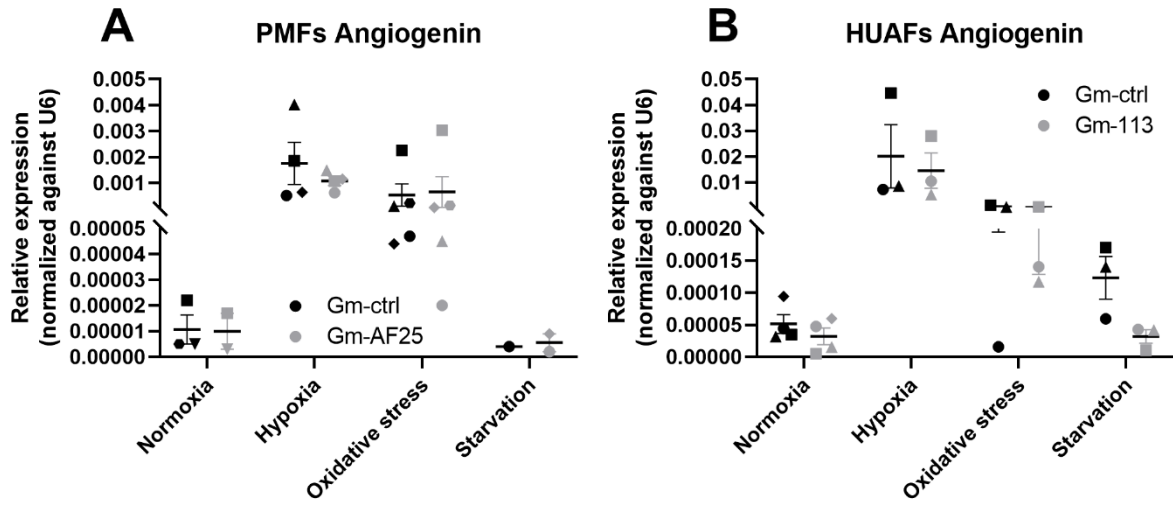

Figure S3. Angiogenin expression in primary cells during cellular stress. (A) Primary murine fibroblasts (PMFs) and (B) human umbilical arterial fibroblasts (HUAFs) were transfected with either Gm-ctrl or Gm-AF25/113 and cultured in normoxic (control), hypoxic, oxidative stress or starvation conditions for 24h. Relative expression levels are normalized to U6. N is represented by the individual dots.

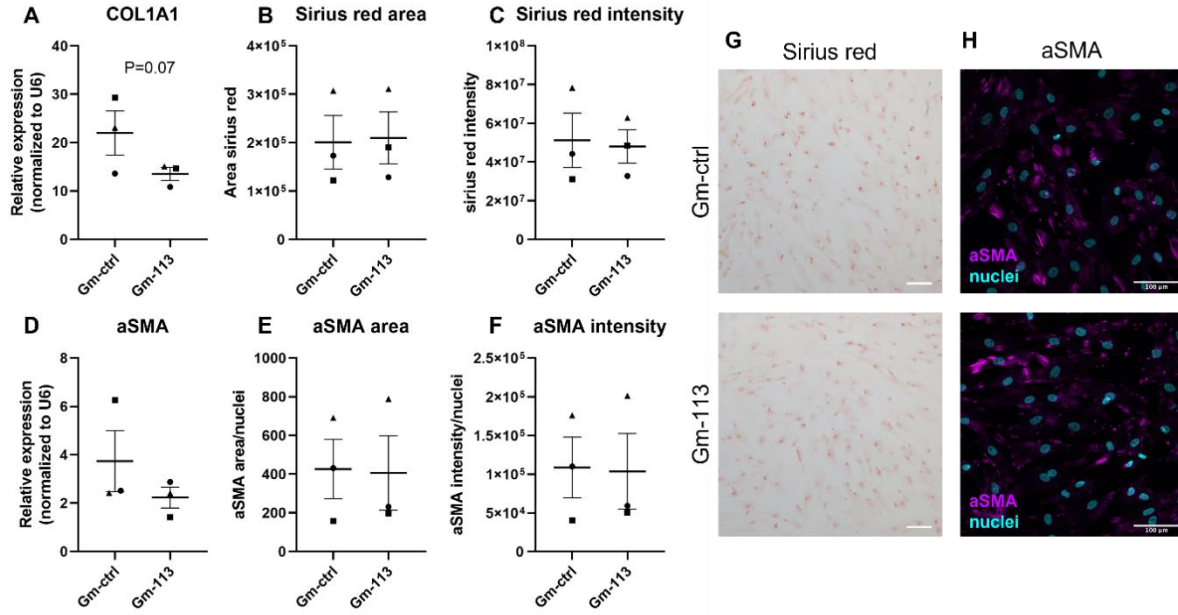

Figure S4. Collagen and alpha-smooth muscle actin (aSMA) expression in human umbilical arterial fibroblasts (HUAFs). (A) Relative expression collagen type 1 alpha 1 chain, (B) area and (C) intensity of Sirius red staining, (D) relative expression of aSMA, (E) area and (F) intensity of aSMA, representative images of (G) Sirius red and (H) aSMA staining of Gm-ctrl and Gm-113 treated HUAFs. HUAFs were treated with Gm-ctrl or Gm-113-6 for 24h. (A, D) Expression levels were normalized to U6. (B,C,D-H) The area was divided by the total amount of nuclei. The integrated density, which is the sum of values of the pixels, was calculated and divided by the total amount of nuclei (intensity). N is represented by the individual dots.

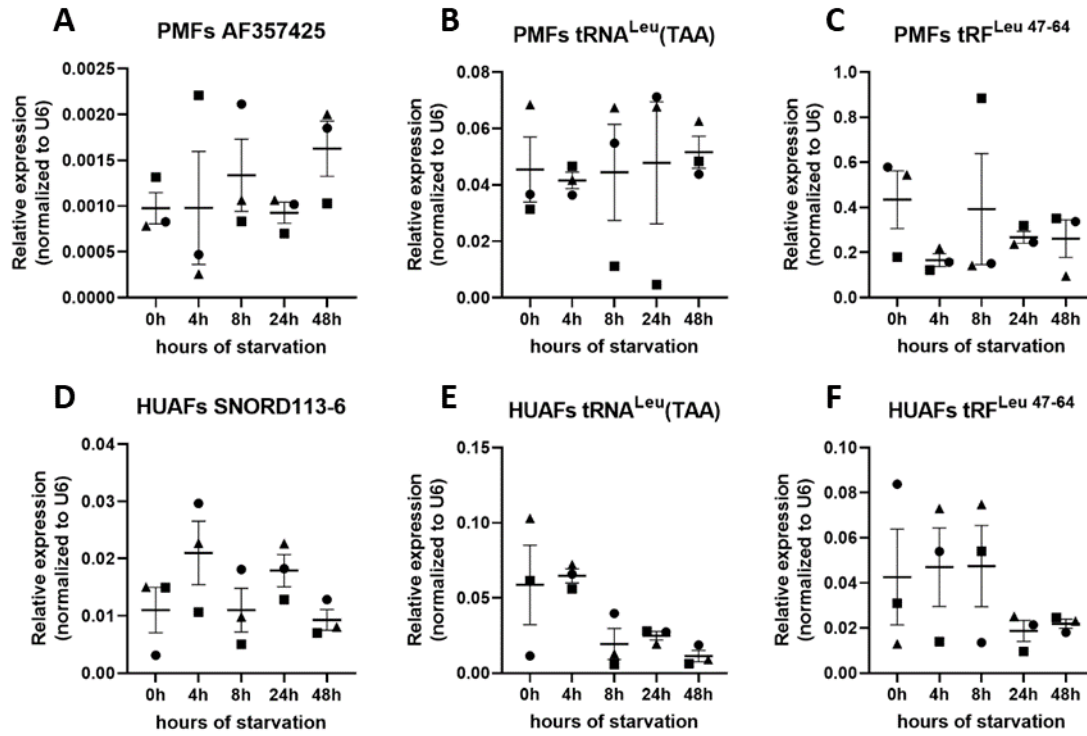

Figure S5. Primary murine fibroblasts (PMFs) and human umbilical arterial fibroblasts (HUAFs) were cultured under different times of serum starvation. Relative expression of (A) AF35742525, (B) tRNA Leucine anti-codon TAA (tRNA^{Leu}(TAA)) and tRNA fragment tRF^{Leu} 47-64 in PMFs. Relative expression of (D) SNORD113-6, (E) tRNA^{Leu}(TAA) and (F) tRF^{Leu} 47-64 in HUAFs. N is represented by the individual dots.

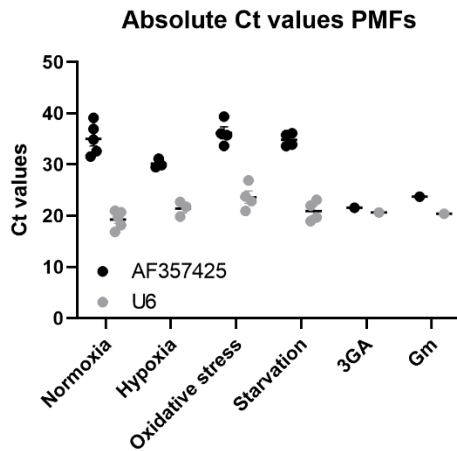

Figure S6. Absolute Ct values of AF357425 and U6 expression in primary murine fibroblasts (PMFs) cultured under different stress conditions or transfected with 3rd Generation Antisense (3GA) or GM for small RNA sequencing. PMFs were cultured under normoxia, hypoxia, oxidative stress or starvation for 24h. Transfection for small RNA sequencing was performed with either 3GA (200 nM) or GM (500 nM) for 24h. N is represented by the individual dots.

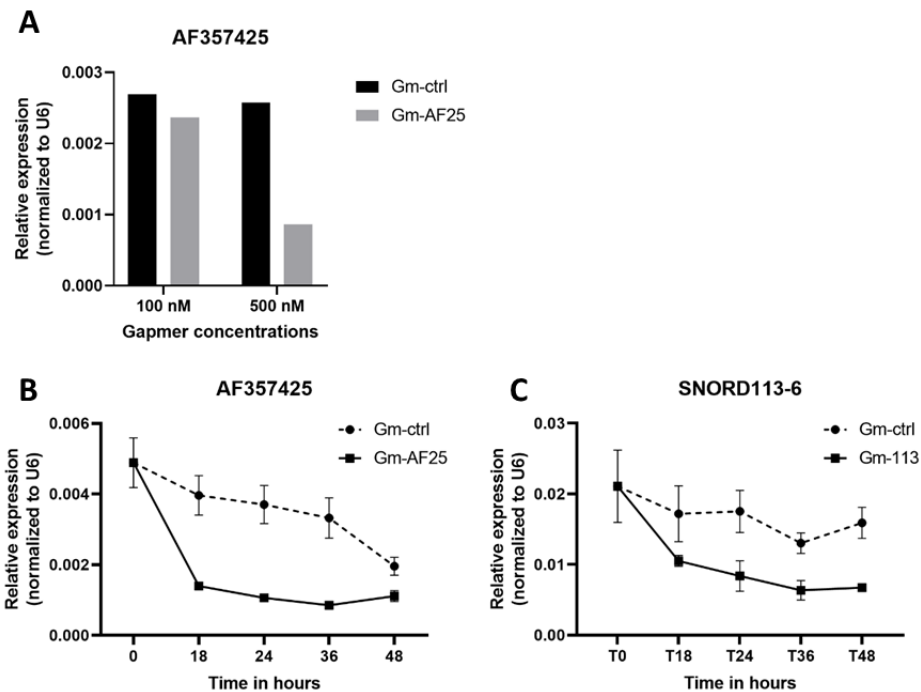

Figure S7. Optimization of GM transfection. Two concentrations of GM and different times of transfection were tested for optimal inhibition. (A) Primary murine fibroblasts (PMFs) were transfected with a concentration of 100 or 500 nM GM against AF357425 (GM-AF25) or a control (GM-ctrl) for

24h. Different times of transfection against (B) AF357425 in PMFs and (C) SNORD113-6 in HUAFs were tested (N=3). (B,C) Relative expression levels are normalized to U6.

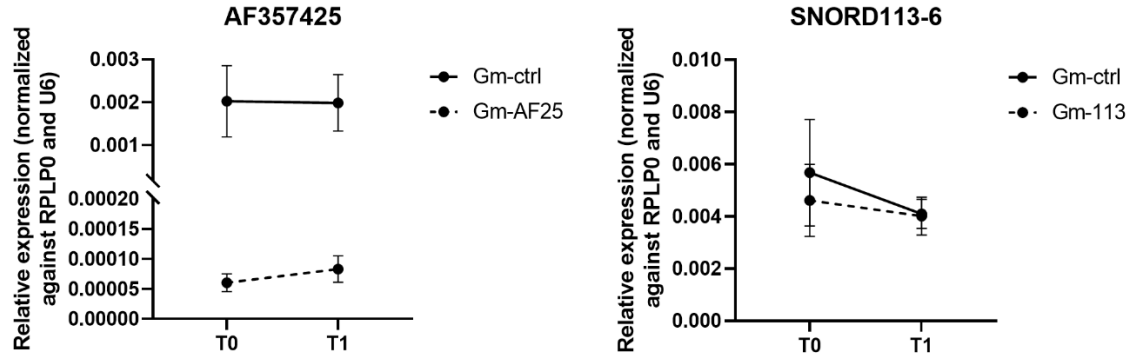

Figure S8. Relative AF357425 and SNORD113-6 expression in PMFs and HUAFs, respectively, before and after 1h Actinomycin D treatment. Cells were first transfected with GM against AF357425 (Gm-AF25) or SNORD113-6 (Gm-113), or a control (Gm-ctrl), and then treated with Actinomycin D. Expression levels are normalized to RPLP0 and U6.

# Supplementary material for: C/D box snoRNA SNORD113-6 guides 2′-O-methylation and protects against site-specific fragmentation of tRNALeu(TAA) in vascular remodeling
**Source:** Mol Ther Nucleic Acids. 2022 Sep 17;30:162–72. doi: 10.1016/j.omtn.2022.09.011
**Supplement:** Document S2. Article plus supplemental information

C/D box snoRNA SNORD113-6 guides 2'-O-methylation and protects against site-specific fragmentation of tRNA^{Leu}(TAA) in vascular remodeling

Eva van Ingen,^{1,2} Pleun A.M. Engbers,^{1,2} Tamar Woudenberg,^{1,2} M. Leontien van der Bent,^{1,2} Hailiang Mei,³ Johann Wojta,^{4,6} Paul H.A. Quax,^{1,2} and A. Yaël Nossent^{1,2,4,5}

¹Department of Surgery, Leiden University Medical Center, PO Box 9600, 2300 Leiden, the Netherlands; ²Eindhoven Laboratory for Experimental Vascular Medicine, Leiden University Medical Center, Leiden, the Netherlands; ³Department of Biomedical Data Sciences, Leiden University Medical Center, Leiden, the Netherlands; ⁴Department of Internal Medicine II, Medical University of Vienna, Vienna, Austria; ⁵Department of Laboratory Medicine, Medical University of Vienna, Vienna, Austria; ⁶Ludwig Boltzmann Institute for Cardiovascular Research, Vienna, Austria

C/D box small nucleolar RNAs (snoRNAs) of the DLK1-DIO3 locus are associated with vascular remodeling and cardiovascular disease. None of these snoRNAs has any known targets yet except for one, AF357425/SNORD113-6. We previously showed that this snoRNA targets mRNAs of the integrin signaling pathway and affects arterial fibroblast function. Here, we aimed to identify whether AF357425/SNORD113-6 can also target small RNAs. We overexpressed or inhibited AF357425 in murine fibroblasts and performed small RNA sequencing. Expression of transfer (t)RNA fragments (tRFs) was predominantly regulated. Compared with overexpression, AF357425 knockdown led to an overall decrease in tRFs but with an enrichment in smaller tRFs (<30 nucleotides). We focused on tRNA leucine anti-codon TAA (tRNA^{Leu}(TAA)), which has a conserved predicted binding site for AF357425/SNORD113-6. Adjacent to this site, the tRNA is cleaved to form tRF^{Leu} 47–64 in both primary murine and human fibroblasts and in intact human arteries. We show that AF357425/SNORD113-6 methylates tRNA^{Leu}(TAA) and thereby prevents the formation of tRF^{Leu} 47–64. Exposing fibroblasts to oxidative or hypoxic stress increased AF357425/SNORD113-6 and tRNA^{Leu}(TAA) expression, but AF357425/SNORD113-6 knockdown did not increase tRF^{Leu} 47–64 formation under stress even further. Thus, independent of cellular stress, AF357425/SNORD113-6 protects against site-specific fragmentation of tRNA^{Leu}(TAA) via 2'-O-ribose-methylation.

INTRODUCTION

Vascular remodeling is the collective name for both adaptive and maladaptive changes to the vessel wall. This includes processes like angiogenesis and arteriogenesis on the one hand and atherosclerosis and aneurysm formation on the other.¹ Vascular remodeling is the predominant underlying cause of most cardiovascular disease. All layers of the arterial wall, i.e., the tunica intima made up of endothelial cells, the tunica media made up of smooth muscle cells, and the tunica adventitia made up of predominantly fibroblasts, play their own

role in vascular remodeling, but the role of the adventitial fibroblasts is often underestimated.² Although cardiovascular disease has a complex pathology, ischemia plays an intricate part in both the development and manifestation of cardiovascular disease. Ischemia induces several forms of cellular stress, including nutrient deprivation and hypoxia, that have all been linked to increases in posttranscriptional modifications of RNA.^{3–7}

Small nucleolar RNAs (snoRNAs) are a type of small noncoding RNA that mediate RNA modifications at the post-transcriptional level. There are two types of snoRNAs, C/D box and H/ACA box snoRNAs, named after their conserved sequence motifs. C/D box snoRNAs guide 2'-O-ribose methylation (2'Ome) of their target RNAs. The DLK1-DIO3 locus on the long arm of human chromosome 14 encodes a cluster of 41 C/D box snoRNAs (14q32; 12F1 in mice). We have demonstrated that this cluster of 14q32 C/D box snoRNAs is strongly associated with vascular remodeling and human cardiovascular disease.^{8–10} The association with cardiovascular disease is both independent of and stronger than the 14q32 long noncoding RNAs (lncRNAs) and the cluster of 14q32 microRNAs that lie adjacent to the snoRNA genes.⁸ Furthermore, plasma levels of 14q32 snoRNAs were associated with disease outcome in patients with peripheral arterial disease (PAD).^{9,10} However, all 14q32 C/D box snoRNAs, except for one, are orphan snoRNAs, meaning that they have no known RNA targets.

We recently demonstrated that one of the most abundantly expressed snoRNAs of the 14q32 cluster, human SNORD113-6, and its murine equivalent, AF357425, target mRNAs of the integrin signaling pathway, influencing both pre-mRNA processing and 2'Ome. The D' antisense box of AF357425/SNORD113-6 is fully conserved

Received 23 December 2021; accepted 15 September 2022;
<https://doi.org/10.1016/j.omtn.2022.09.011>.

between humans and mice. Fibroblast integrin signaling is important for cell-cell and cell-matrix interactions and acts in various forms of cardiovascular remodeling that can lead to cardiovascular disease.¹¹ Indeed, knockdown of SNORD113-6 altered human arterial fibroblast function.¹²

C/D box snoRNAs associate with four conserved ribonucleoproteins NHP2L1, NOP56, NOP58, and Fibrillarin (FBL). FBL is the methyltransferase that catalyzes 2'Ome. C/D box snoRNAs have two antisense boxes, located directly upstream of the D and D' boxes, which are not covered by ribonucleoproteins and are thus free to interact with target RNA sequences. C/D box snoRNAs hybridize to their target RNAs via Watson-Crick base-pairing. Once bound to the target RNA, the 5th nucleotide upstream of the D or D' box is positioned for 2'Ome.^{13–15} Many expressed C/D box snoRNAs, however, lack antisense elements of known rRNA 2'Ome sites and are considered orphan snoRNAs.¹⁶ Likely, these orphan C/D box snoRNAs target other types of RNA molecules than rRNA.^{17–19}

Besides rRNAs, transfer (t)RNAs are the most heavily modified cellular RNAs.²⁰ Their canonical function lies in protein translation, where they deliver amino acids to the translating peptide chain. However, recent reports show that tRNAs can be processed into tRNA-derived fragments (tRFs), which can perform other, noncanonical, functions. tRFs can derive from different regions of their parental tRNA, located anywhere from the 5' to 3' end, and have variable sizes up to ~50 nucleotides.^{21,22} Fragmentation of tRNAs can be induced under cellular stress, such as oxidative stress and hypoxia, which are important triggers of vascular remodeling processes.^{23–25} Among others, angiogenin (ANG) is a tRNA-processing endonuclease that is activated during cellular stress.²³

Recent findings show that RNA modifications guided by snoRNAs can prevent tRNA cleavage and thereby regulate tRF formation.^{21,26–29} For instance, SNORD97 induces 2'Ome on the wobble cytidine C34 of tRNA^{Met}(CAT), which protects against ANG-induced cleavage.²⁶ Whether AF357425/SNORD113-6 also guides 2'Ome on small RNA molecules like tRNAs, however, is still unknown.

Here, we aimed to determine whether AF357425/SNORD113-6 can target small RNAs in the vasculature, using primary murine fibroblasts (PMFs) and primary human umbilical arterial fibroblasts (HUAFs). Fibroblasts were chosen for their relevance in vascular remodeling² and because the 14q32 snoRNAs are expressed most abundantly in fibroblasts.¹⁶ We used both murine and human fibroblasts to be able to look only at putative target RNAs that were conserved between the two species. We confirmed our key findings using an *ex vivo* model for ischemia in intact human arteries.³⁰ We performed small RNA sequencing (sRNA-seq) on primary PMFs in which we either inhibited or overexpressed AF357425. We found that tRFs were the predominant group of small RNAs that changed in expression. Knockdown of AF357425 resulted in an apparent reduction of total tRFs but an enrichment of smaller sized tRFs (18–30 nucleotides).

We focused on one of these tRNAs, tRNA leucine anti-codon TAA (tRNA^{Leu}(TAA)), which has a predicted binding site for AF357425 in mice and SNORD113-6 in human. sRNA-seq data showed that its dominant tRF, tRF^{Leu 47–64}, is formed just upstream of this site. Formation of tRF^{Leu 47–64} was conserved in both PMFs and HUAFs and was investigated under oxidative, hypoxic, and starvation stress. We show that AF357425/SNORD113-6 indeed methylates this tRNA and protects against site-specific tRNA^{Leu}(TAA) fragmentation.

RESULTS

sRNA-seq in PMFs

In order to identify small RNA targets of AF357425/SNORD113-6, we performed sRNA-seq on PMFs in which we either inhibited or overexpressed AF357425. With this strategy, we aimed to obtain the largest possible difference in small RNA target expression. Gapmers were used to inhibit AF357425 expression (GM-AF25) and 3rd generation antisense oligonucleotides (3GAs) to overexpress AF357425 (3GA-AF25). We showed previously that 3GAs directed against the 3' end of AF357425 (3GA-AF25) induced snoRNA overexpression, likely through protection from degradation by endonucleases.⁸ Expression of AF357425 was increased (>5-fold) in PMFs treated with 3GA-AF compared with GM-AF25 (Figure S1). By far, most reads from the sRNA-seq in both samples were mapped to microRNAs. Read counts mapped to microRNAs, as well as those that mapped to the much lower expressed snoRNA and rRNA genes, were similar between AF25-high and AF25-low cells. However, reads that mapped to tRNA genes, which are all tRFs of <45 nucleotides in length, appeared to be reduced in number in AF25-low cells (Figure 1A; Tables S2 and S3). Where the longer tRFs (30–45 nucleotides) appeared enriched in AF25-high cells, smaller-sized tRFs (18–29 nucleotides) were enriched in AF25-low cells, particularly the 18-nucleotide tRFs (Figure 1B). These data indicate that AF357425 may protect against tRNA fragmentation.

Fragmentation of tRNA^{Leu}(TAA)

In order to investigate the mechanisms through which AF357425/SNORD113-6 may influence tRNA fragmentation, we focused on a single tRNA. Among others, tRNA^{Leu}(TAA) had a predicted D' box antisense sequence for AF357425. This site was conserved in human tRNA^{Leu}(TAA) for the D' box antisense sequence of SNORD113-6. Except for the outer 2 nucleotides, a perfect reverse complementary sequence for the middle 7 nucleotides is present in both mouse and human tRNA^{Leu}(TAA) (AACCCCA; Figure 2B). A tRF cleaved just upstream of this predicted 2'Ome site (18–20 nucleotides; Figure 2A), tRF^{Leu 47–64}, was abundantly expressed in both AF25-high and AF25-low cells (Figure 2B). However, the total tRFs generated from tRNA^{Leu}(TAA) were decreased in AF25-low cells. In contrast, tRF^{Leu 47–64} was more abundant relative to the total tRFs in AF25-low (50%) compared with AF25-high cells (35%; Figures 2B and 2C). We confirmed expression of tRF^{Leu 47–64} by northern blot in both PMFs and in HUAFs. Expression of tRF^{Leu 47–64} appeared enhanced under oxidative stress (Figures 2D and 2E).

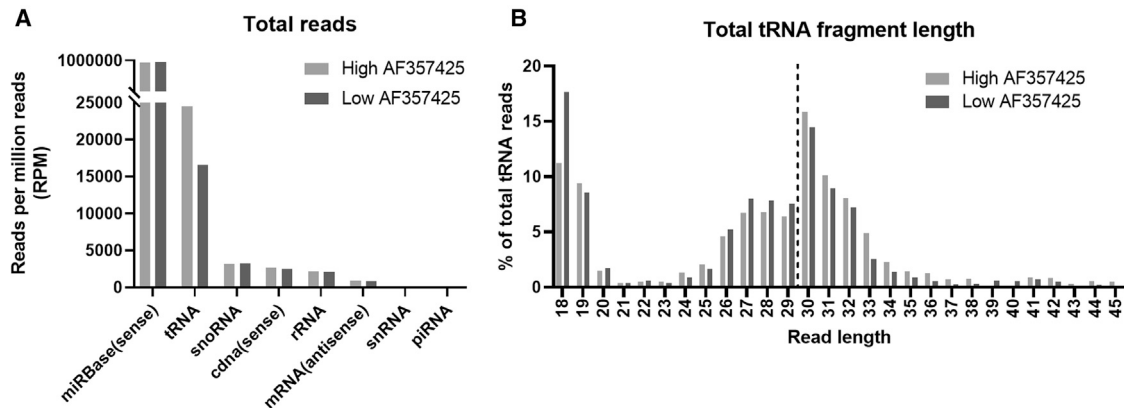

Figure 1. sRNA-seq

(A) Total reads mapped to small RNAs, normalized to reads per million (RPM) and (B) total tRNA fragment length (in nucleotides), shown as a percentage (%) of total tRNA reads in high AF357425 (overexpressed) and low AF357425 (inhibited) primary murine fibroblasts. N.B., Piwi-interacting RNAs (piRNAs) and small nuclear RNAs (snRNAs) were detected, but the number of reads was too low to be visible in the graph at this y-axis scale.

Validation of tRNA^{Leu}(TAA) 2'Ome

Next, we performed reverse transcription at low dNTP concentration followed by quantitative PCR (RTL-Q) to calculate the estimated methylated fraction (EMF), using site-specific primers for detection of 2'Ome. We confirmed 2'Ome of the mature full-length tRNA^{Leu}(-TAA), located on the 5th nucleotide upstream of the D' antisense box, in both PMFs and HUAFs. Inhibition of AF357425/SNORD113-6 partly reduced 2'Ome at this site compared with a gapmer control (GM-ctrl; *p* for trend = 0.0725 in PMFs and 0.0968 in HUAFs; Figure 3). 2'Ome also appeared present on the precursor-(pre)tRNA^{Leu}(-TAA) in HUAFs, but we could not confirm snoRNA-induced regulation of 2'Ome in the pre-tRNA^{Leu}(TAA) due to high Ct values above the detection threshold (>45 Ct; Figure S2). The validation of 2'Ome in both mouse and human cells suggests that both are evolutionarily conserved features of tRNA^{Leu}(TAA).

Fragmentation of tRNA^{Leu}(TAA) under cellular stress

As fragmentation of tRNAs can be induced during cellular stress,^{23–25} we cultured PMFs and HUAFs under different cellular stress conditions and measured expression levels of AF357425/SNORD113-6, mature tRNA^{Leu}(TAA), and tRF^{Leu} 47–64 by qPCR. Endogenous expression of AF357425/SNORD113-6 and mature tRNA^{Leu}(TAA) showed similar expression patterns in PMFs and HUAFs, with increased expression under both hypoxia and oxidative stress, compared with the normal culture condition control. Serum starvation, on the other hand, did not induce changes in either AF357425/SNORD113-6 or tRNA^{Leu}(TAA) expression compared with normal culture conditions. Expression of tRF^{Leu} 47–64 was only increased significantly under hypoxia in both PMFs and HUAFs but appeared slightly elevated under oxidative stress as well (Figure 4).

Subsequently, PMFs and HUAFs were transfected with either GM-AF25/113 or a GM-ctrl and were cultured under the different cell stress conditions. The absolute Ct value of mature tRNA^{Leu}(TAA)

was divided by the Ct value of tRF^{Leu} 47–64 in order to quantify the expression of tRF^{Leu} 47–64 relative to mature tRNA^{Leu}(TAA), which it was generated from. The ratio was increased under AF357425/SNORD113-6 inhibition under control conditions in both PMFs and HUAFs (Figure 5). In PMFs, the ratio was also increased under hypoxia and showed a trend toward an increased ratio under serum starvation (Figure 5A). This increased ratio demonstrates that more tRF^{Leu} 47–64 is formed relative to its mature tRNA, when AF357425/SNORD113-6 is inhibited. When we quantified expression of ANG, we did not observe a difference between GM-AF25/113 and GM-ctrl (Figure S3). However, ANG did increase under cellular stress, similar to the snoRNA, both in PMFs and HUAFs. We can neither confirm nor exclude that ANG is responsible for cleavage of tRNA^{Leu}(TAA), but we can conclude that ANG is not influenced by the snoRNA directly and that changes in fragmentation are likely caused by changes in snoRNA-guided 2'Ome of the tRNA.

snoRNA, tRNA, and tRF expression in human arteries

In many vascular pathologies, adventitial fibroblasts are activated and become myofibroblasts.² We therefore examined whether inhibition of SNORD113-6 affects this phenotype transition (Figure S4). There was a trend toward reduced collagen type 1 alpha 1 chain (COL1A1) expression in GM-113-treated fibroblasts (*p* = 0.07); however, protein expression was affected by snoRNA inhibition. Although α -smooth muscle actin (α SMA) was expressed, as is common for fibroblasts in culture, we did not observe differences between GM-113- and GM-ctrl-treated cells.

To examine whether tRNA^{Leu}(TAA) fragmentation increases under stress conditions in human vascular tissues, we used internal mammary arteries (IMAs), which were harvested during elective coronary bypass surgery on patients with coronary artery disease. After culturing the vessels *ex vivo* under control or ischemic (= hypoxia + starvation) conditions for 24 h, expressions of SNORD113-6, tRNA^{Leu}(TAA), and tRF^{Leu} 47–64 were measured. Consistent with our *in vitro* models,

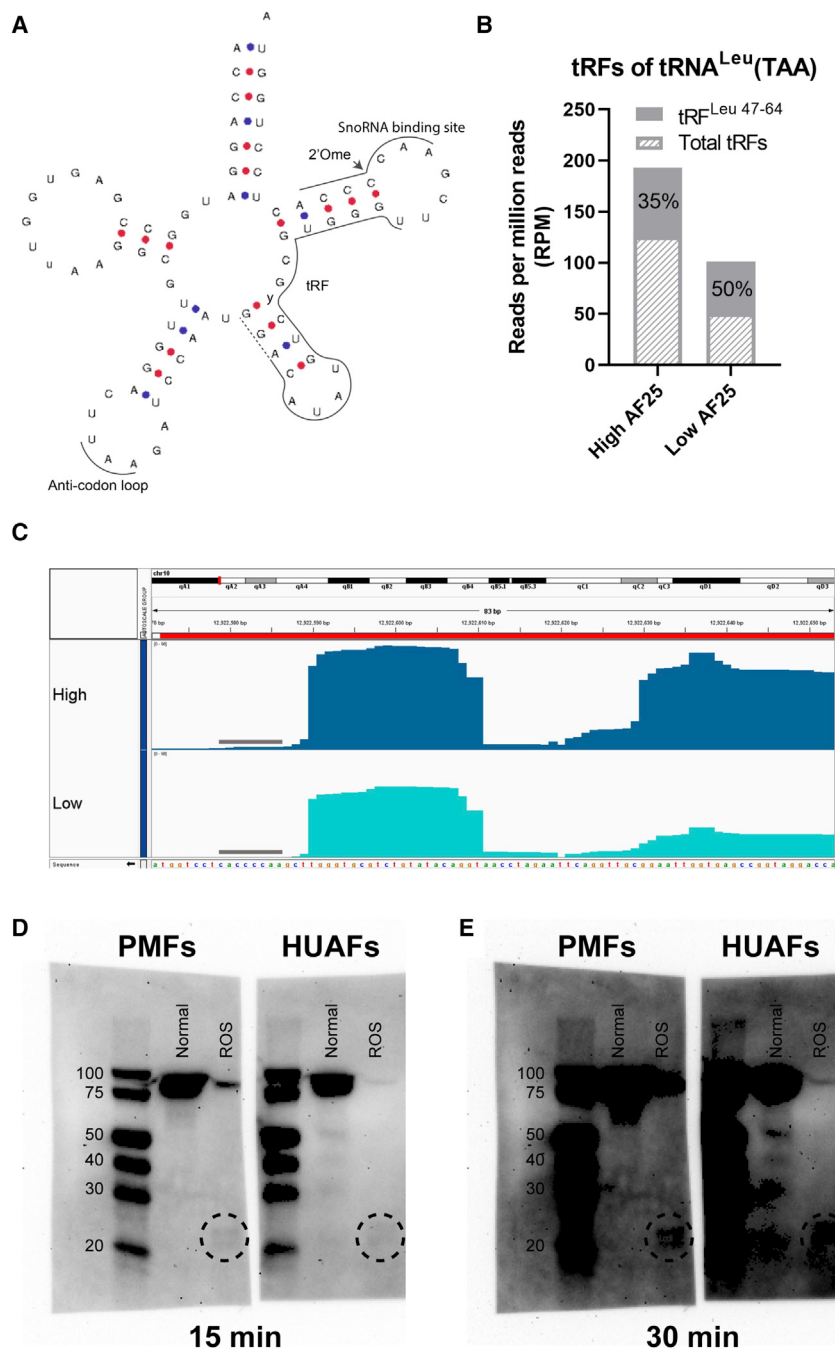

Figure 2. Fragmentation of tRNA^{Leu}(TAA)

(A) Schematic overview of the mature tRNA^{Leu}(TAA) sequence in mouse and human. The AF357425/SNORD113-6 predicted binding site (snoRNA binding site), tRNA fragment generated upstream of the binding site, tRF^{Leu} 47–64, and the anti-codon loop are indicated with a line. The dashed line indicates length extension of tRF^{Leu} 47–64, representing 3 different sizes of generated tRFs. Arrow points at the predicted 2′O-methylation (2′Ome) site. γ represents U in mice and C in human. Figure adapted from GtRNAdb.³¹ (B) The fragment of interest, tRF^{Leu} 47–64, shown as a percentage of total tRFs generated from tRNA^{Leu}(TAA). Data are normalized to RPM. (C) Coverage plot of tRNA^{Leu}(TAA) in primary murine fibroblasts with either high or low AF357425 expression. The predicted AF357425 binding site is indicated with a line. Sequence is shown from 3′ to 5′. (D and E) Northern blots exposed for (D) 15 and (E) 30 min using the ChemiDoc-IT imaging system. Primary murine fibroblasts (PMFs) and human umbilical arterial fibroblasts (HUAFs) were cultured in normoxic and reactive oxidative stress (ROS) conditions. A digoxigenin labeled probe was used to visualize tRFs. A circle indicates tRF^{Leu} 47–64.

Effects of 2′Ome on tRNA stability

Ribonucleotide modifications in the structural core of the tRNA may stabilize the tRNA and reduce tRNA degradation rates.³² After transfection with either GM-AF25/113 or GM-ctrl, cells were treated with a high concentration of actinomycin D (5 μg/μL) for 1 h to inhibit novel tRNA transcription. In both PMFs and HUAFs, mature tRNA^{Leu}(TAA) was rapidly degraded, but no differences were observed between GM-AF25/113 and GM-ctrl (Figures 7A and 7C). In PMFs, the relative expression of mature tRNA^{Leu}(TAA) was lower to begin with in AF25-low cells and remained lower after 1 h, compared with GM-ctrl (Figure 7A). To rule out differences in degradation rates of house-keeping genes used (RPLP0 and U6) between the two groups, we also normalized the expression levels at 1 to 0 h (T0; Figures 7B and 7D). Indeed, no differences in degradation rates between GM-AF25/113 or GM-ctrl were observed, indicating that a reduction of this single 2′Ome modification did not affect

expression of SNORD113-6 was significantly upregulated ($p = 0.0432$) under ischemic conditions (Figure 6A). tRNA^{Leu}(TAA) also appeared somewhat upregulated, but not significantly (Figure 6B). tRF^{Leu} 47–64 expression, however, was not altered (Figure 6C). When we calculated the Ct tRNA^{Leu}(TAA)/tRF^{Leu} 47–64, there was a trend toward a decrease in the ratio, indicating that less tRNA^{Leu}(TAA) was cleaved into tRF^{Leu} 47–64 (Figure 6D).

overall mature tRNA^{Leu}(TAA) stability but only the site-specific fragmentation.

DISCUSSION

Here, we aimed to further elucidate the role of the vasoactive 14q32 snoRNA AF357425/SNORD113-6 in vascular remodeling. We investigated whether AF357425/SNORD113-6 could also target small RNAs

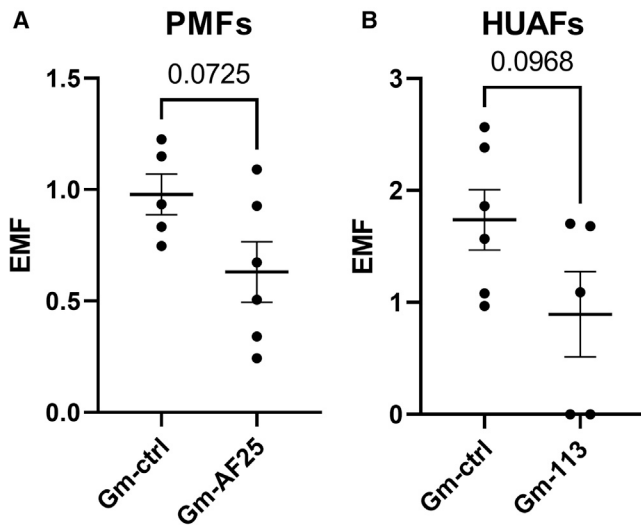

Figure 3. 2'Ome at predicted AF357425/SNORD113-6 binding sites on tRNA^{Leu}(TAA)

For detection of 2'O-methylated nucleotides and to calculate the estimated methylated fraction (EMF), reversed transcription at low dNTP concentration followed by quantitative PCR (RTL-Q) was performed. Site-specific reversed primers were used exactly on and 1 nucleotide downstream of the predicted 2'Ome site to accurately determine the exact location of the 2'Ome site. (A) PMFs or (B) HUAFs were transfected with gapmers against AF357425 (GM-AF25)/SNORD113-6 (GM-113) or a gapmer control (GM-ctrl) for 24 h. Data represent a minimum of three independent experiments. n is represented by the individual dots. Data are represented as mean $\pm$ SEM. A two-tailed unpaired t test was performed to compare GM-AF25/113 with GM-ctrl.

besides the previously identified integrin signaling mRNA targets.³³ We found that tRNAs are the predominant small RNA target of AF357425 in primary fibroblasts. Inhibition of AF357425/SNORD113-6 led to an overall decrease in tRFs, and, compared with overexpression of the snoRNA, less larger (>30 nucleotides) and more smaller (<30 nucleotides) tRFs were formed. In order to investigate the underlying mechanisms of action, we focused on tRNA^{Leu}(TAA), which has a conserved binding site for the D' box seed sequence of AF357425/SNORD113-6. We showed that tRNA^{Leu}(TAA) is a 2'Ome target of AF357425/SNORD113-6 and that snoRNA inhibition led to an apparent reduction of 2'Ome at this site, both in murine and in human primary fibroblasts. Endogenous expression of AF357425/SNORD113-6 and mature tRNA^{Leu}(TAA) both increased under hypoxia and oxidative stress. Endogenous tRF^{Leu 47-64} expression was also elevated under hypoxia *in vitro*. In intact human arteries however, ischemia-induced upregulation of SNORD113-6 appeared to reduce tRNA^{Leu}(TAA) fragmentation into tRF^{Leu 47-64}. Knockdown of AF357425/SNORD113-6 resulted in an increased ratio of tRF^{Leu 47-64} relative to its mature tRNA^{Leu}(TAA). 2'Ome by AF357425/SNORD113-6 was not important for the overall stability of the tRNA, and therefore, we conclude that it acts via protecting against site-specific fragmentation of tRNA^{Leu}(TAA) into tRF^{Leu 47-64}.

Regarding the biological role of tRF^{Leu 47-64} in vascular remodeling and cardiovascular disease, much remains unclear. Just like we show

here, several other recent studies have shown that fragmentation of tRNAs increases under cellular stress.^{23-25,34} Similar cellular stress conditions also trigger vascular remodeling. This implicates that the formation of tRFs play a regulatory role in vascular remodeling. Indeed, oxygen-glucose deprivation, which is an *in vitro* model for ischemic reperfusion injury, induced tRNA cleavage in neuronal cells.²⁵ Also *in vivo*, in models for acute ischemic stroke and PAD, the formation of tRFs was strongly increased.²⁴ Similarly, we have previously shown that the 14q32 snoRNAs are regulated under ischemic conditions in patients with PAD and during vascular remodeling.⁸ In the current study, we show that expression of AF357425/SNORD113-6 indeed increased during hypoxia and oxidative stress in cells, as well as under ischemia in whole human inner mammary arteries cultured *ex vivo*. In whole artery tissue, ischemia appear to reduce the cleavage of tRNA^{Leu}(TAA) into tRF^{Leu 47-64} when looking at their Ct ratio. In cells, we did not observe this decrease; however, exposing cells to cellular stress did not result in an additional increase of tRF^{Leu 47-64} to mature tRNA^{Leu}(TAA) ratio in AF357425/SNORD113-6 knock-down cells, whereas expression of mature tRNA^{Leu}(TAA) and ANG both increased under both hypoxia and oxidative stress.

Even though our findings implicate a role for site-specific fragmentation of tRNAs in vascular remodeling, the question remains what the molecular and biological function of the formed tRNA fragment tRF^{Leu 47-64} could be. Assumingly, tRF^{Leu 47-64} has an important role in vascular biology, as tRF^{Leu 47-64} is also generated under physiological conditions and not exclusively during cellular stress. Our group, as well as others, have shown that tRFs have potential as circulating biomarkers in, for example, acute stroke.³⁵⁻³⁷ It has also been demonstrated that tRFs can perform all sorts of regulatory functions, including regulation of protein translation, microRNA-like functions by base-pairing with mRNAs, and interaction with RNA-binding proteins.^{38,39} Furthermore, tRFs have been shown to be functionally active in modulating cardiac and skeletal muscle function and endothelial function but also in inhibition of angiogenesis.^{24,40} Which exact regulatory function(s) tRF^{Leu 47-64} may have and how it impacts vascular function, as well as vascular remodeling, remains to be determined.

Regarding the molecular role of snoRNA-induced 2'Ome of tRNA^{Leu}(TAA), the same post-transcriptional modifications on tRNAs have been shown to both protect from and promote fragmentation.^{27,28} Our data suggest that AF357425/SNORD113-6 2'Ome protects the tRNA from cleavage into small fragments (~18 nucleotides in length) rather than promoting it. However, we found more tRFs in total, including all tRFs formed of tRNA^{Leu}(TAA), and longer fragments (>30 nucleotides) in AF357425-high cells than in AF357425-low cells. Perhaps the presence or absence of modifications attracts different tRNA endonucleases, which produce different tRF species. The role of AF357425/SNORD113-6 2'Ome in cleavage of other tRNAs remains to be determined, but likely, its function is to prevent fragmentation of shorter tRFs (~18 nucleotides in length).

Besides the stabilizing tertiary structure, little is known about other functions of post-transcriptional modifications in the structural

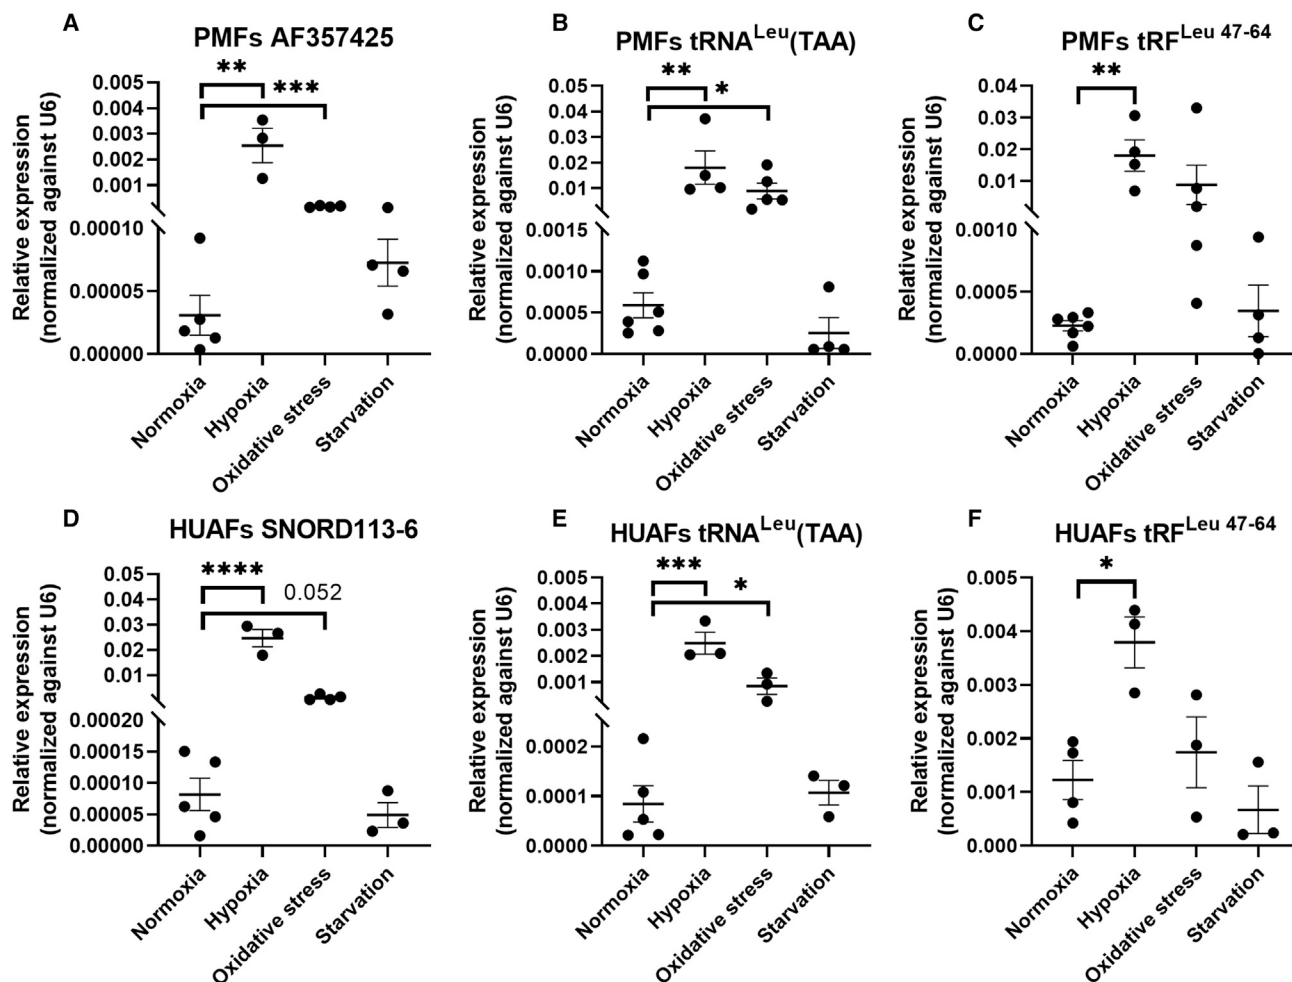

Figure 4. Relative snRNA, tRNA^{Leu}(TAA), and tRF^{Leu} 47-64 expression during cellular stress

Relative expression levels in (A–C) PMFs and (D–F) HUAFs cultured in normoxic, hypoxic, oxidative stress, and starvation conditions. Expression levels are normalized to U6. Data represent a minimum of three independent experiments. *n* is represented by the individual dots. Data are represented as mean ± SEM. A two-tailed unpaired *t* test was performed to compare treatment with the control. *p < 0.05, **p < 0.01, ***p < 0.005, compared with normoxia.

core of tRNAs.³² AF357425/SNORD113-6 targets and guides 2'Ome in the T-arm, the structural core, of tRNA^{Leu}(TAA). 2'Ome and the formation of tRF^{Leu} 47-64 were found in both mice and humans, suggesting that both are evolutionarily conserved features of tRNA^{Leu}(TAA). Degradation rates of tRNA^{Leu}(TAA) were similar between GM-ctrl and GM-AF25/113 transfected cells, indicating that 2'Ome by AF357425/SNORD113-6 is not important for the overall tRNA^{Leu}(TAA) stability. Of course, tRNAs are heavily modified, and reduction of a single 2'Ome modification may not have direct consequences for their stability. This could however pose a threat to the reliability of our measurements. Modifications on tRNAs may impede reverse transcription and limit detection of tRFs and tRNAs by qRT-PCR.⁴¹ However, 2'Ome by AF357425/SNORD113-6 is located toward the 3' end of the tRNA. We designed qPCR primers for mature tRNA^{Leu}(TAA) upstream of that site in order to limit confounding effects by the presence or absence of 2'Ome. Furthermore, expression of

tRF^{Leu} 47-64, which we initially found in the sRNA-seq, was confirmed by northern blot, and our qPCR results showed that tRF^{Leu} 47-64 and mature tRNA^{Leu}(TAA) were both abundantly expressed. We cannot control for effects of other modifications in our qPCRs; however, if reversed transcription was hampered by other modifications, these were likely similar between GM-AF25/113 and GM-ctrl.

Taken together, we show that AF357425/SNORD113-6 targets predominantly tRNAs, protecting the tRNA from cleavage into small fragments. When zooming in on one specific tRNA, tRNA^{Leu}(TAA), we show that AF357425/SNORD113-6 induces 2'Ome of the mature tRNA, thereby protecting against site-specific tRNA fragmentation. The function of tRF^{Leu} 47-64 in vascular remodeling and whether this tRF forms a potential future therapeutic target for treatment and/or prevention of cardiovascular disease, however, remain to be elucidated.

Figure 5. Ratio mature tRNA^{Leu}(TAA)/tRF^{Leu 47-64} in primary cells exposed to different cell stress stimuli (A) PMFs and (B) HUAFs transfected with GM-AF25/113 or GM-ctrl and cultured in normoxic, hypoxic, oxidative stress, or starvation conditions. Expression levels were measured by qPCR. Ratios were calculated by dividing absolute Ct values of the mature tRNA by Ct values of the tRF. Data represent a minimum of three independent experiments. n is represented by the individual dots. Data are represented as mean $\pm$ SEM. A two-tailed paired t test was performed to compare single treatment with the control, within each experiment. *p < 0.05, **p < 0.01, compared with GM-ctrl.

MATERIALS AND METHODS

Cell culture

Cells were cultured in a humidified incubator at 37°C under 5% CO₂. Cells were passaged at 70%–90% confluency and used up to passage 6. DMEM, supplemented with 10% heat-inactivated fetal calf serum (FCSi) and 1% Pen/Strep, was used as culture media and was refreshed every 2–3 days.

PMF isolation

Ear tissues from C57BL/6-J mice, about 3 weeks of age, were clipped into smaller pieces and embedded in 0.2% gelatine in 6-well plates. DMEM supplemented with 20% FCSi and 1% nonessential amino acids (NEAAs; Thermo Fisher Scientific, Waltham, MA, USA, cat. no. 11140050) was added to the embedded ear clippings. After 7 days, skin fibroblasts were grown out of the tissues onto the bottom of the culture plates. PMFs were expanded in culture media up to passage 3. PMFs were then used for further analysis or frozen down and stored in liquid nitrogen for later use.

Primary HUAF isolation

Umbilical cords from full-term pregnancies were collected, stored in sterile PBS at 4°C, and, within 7 days, used for HUAF isolation. The two arteries were isolated from the umbilical cord. Endothelial cells were removed by gently rolling the artery over a blunted needle. After that, the tunica adventitia and tunica media were separated using surgical tools. The tunica adventitia was incubated overnight in culture media supplemented with 10% heat inactivated human serum (PAA, Pasching, Austria) and 1% NEAA. The next day, the tunica adventitia was treated with 2 mg/mL collagenase type II solution (Worthington, OH, USA, cat. no. NC9693955) at 37°C. The resulting cell suspension was filtered over a 70 μ m cell strainer and centrifuged at 400 $\times$ g for 10 min. Cells were plated in 6-well plates, and media were refreshed after 90 min to remove slow adhering nonfibroblast cells. HUAFs were expanded up to passage 3 and used for further analysis or frozen down and stored in liquid nitrogen for later use.

Cellular stress conditions

Oxidative stress in both PMFs and HUAFs was induced by adding 10 μ M reactive oxygen species (ROS) mimic tert-butyl hydroperoxide

(tBHT; Luperex, 458139, Sigma Aldrich, St. Louis, MO, USA) to the culture media for 24 h. To serum starve the cells, DMEM with 1% PenStrep, supplemented with 1% FCSi for PMFs or 3% FCSi for HUAFs, was added to the cells. Different incubation times were tested for serum starvation (Figure S5). An incubation time of 24 h was determined as the most optimal time point. To induce hypoxia, cells in normal culture media were kept in a humidified incubator at 37°C under 1% O₂ for 24 h. Absolute Ct values of AF357425 and U6 expression are shown in Figure S6.

RNA isolation and qRT-PCR

RNA was isolated by standard TRIzol (Thermo Fisher Scientific, cat. no. 15596026) chloroform extractions. RNA concentration and purity were measured using Nanodrop (Nanodrop Technologies, Wilmington, DE, USA) or the Bioanalyzer (2100 Bioanalyzer Instrument, Agilent, Santa Clara, CA, USA).

Reversed transcription of total RNA was performed with the high-capacity RNA-to-cDNA reverse transcription kit (Applied Biosystems, Thermo Fisher Scientific, cat. no. 4388950). Quantitect SybrGreen reagents (Qiagen Benelux, Venlo, the Netherlands, cat. no. 204145) were used for quantifications. Custom designed TaqMan small RNA assays (Thermo Fisher Scientific, cat. no. 4398987) were used for reversed transcription and quantifications of tRFs. Expression levels were normalized to U6 using the 2^{−ΔCt} method. All primers used are provided in Table S1.

3GAs and gapmers

3GAs were kindly provided by Idera Pharmaceuticals (Cambridge, MA, USA). 3GAs directed to AF357425 consisted of two identical strands of DNA nucleotides with a full phosphorothioate backbone, connected by a 5' phosphorothioate linker. GMs were custom designed against AF357425 (GM-AF25) or SNORD113-6 (GM-113; Sigma Aldrich). GMs were made up out of five 2'Ome RNA nucleotides, 10 DNA nucleotides, and five more 2'Ome RNA nucleotides with full phosphorothioate backbone. Sequences of 3GAs and GMs are provided in Table S1.

Figure 6. Relative snoRNA, tRNA^{Leu}(TAA), and tRF^{Leu} 47-64 expression in human inner mammary arteries cultured *ex vivo* under ischemic conditions

How the deposited data were processed for this re-analysis (not part of the article)

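Small RNA of primary murine ear fibroblasts was sequenced by the authors in 2 libraries, 1 of AF25-high cells (3GA-AF25, 200 nM) and 1 of AF25-low cells (GM-AF25, 500 nM). The authors ran sRNAbench with Bowtie on GRCm38 and databases of small RNAs, counted reads on the sense strand with each read assigned to 1 locus, and divided the counts of each table by a size factor per library, as DESeq does. Versions of these tools are not given in the sources used here. The deposited signal values of the 3 tables (mature tRNAs, Ensembl noncoding RNAs and RNAcentral entries) are therefore normalized counts, comparable within a table. The authors' deposited tables also hold p-values and adjusted p-values of their DESeq comparison, which rests on no replicates. These were used only to count and name the features that the authors' comparison marks.

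Reads were recovered by dividing each column by its smallest value above 0, and 100% of the values were whole within a relative tolerance of 1e-06. RPM were computed with library totals of 28856715 reads (AF25-high) and 29103700 reads (AF25-low), the medians of reads over the RPM of the paper's Table S2 for 38 anticodons with at least 100 RPM in both libraries. Compared with this scaling, the authors' size factors move the log2 ratio of every feature down by 0.43 in the tRNA table, 0.20 in the Ensembl table and 0.33 in the RNAcentral table. Before the data were examined, the main scaling, the alternatives, the lists of RNAs and the rule for the RNAs to name were fixed. Names and coordinates of Ensembl transcripts were taken from GENCODE M21 on GRCm38, which matched 1571 of 1596 identifiers, and positions of tRNALeu(TAA) genes from RefSeq on GRCm38. RNAcentral entries carry no gene names in the tables.

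Reads of a class, an anticodon or a list were summed and the ratio of RPM in AF25-high to AF25-low was given with an exact Clopper-Pearson 95% interval from the share of reads in AF25-high. Reads are not independent molecules, so the interval covers counting error only. A library at 0 reads was set to the floor of 3 reads where a fold was needed. Features with at least 20 reads in the higher library entered the share of features at least 2-fold apart and the 47 lists of RNAs (tRNAs by amino acid and by modification, families of snoRNAs and other structured RNAs, RNAs of the Dlk1-Dio3 locus, microRNAs of fibroblasts and of other cell types). For a list, the median log2 ratio (0.5 reads added to each value) was set against 10000 random lists of the same size from the same table, matched on deciles of mean reads, as a description of these libraries. 6 lists, microRNAs of hypoxia, epithelium, blood cells, endothelium, striated muscle and neurons, had no member with 20 reads. The counts of miRBase, which hold most microRNA reads, did not enter the lists. No test between the conditions was run and no replicate could be left out, since each condition has 1 library.

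The RNAs named are those the paper names, the 8 anticodons with the highest and the 8 with the lowest ratio among those with at least 50 reads in the higher library, the 6 Ensembl features with the highest and the 6 with the lowest ratio at the same minimum, and the 3 most abundant members of lists. The same rule for RNAcentral entries was not followed, because identifiers without names are given for at most a few entries. Tables S2 and S3 had been seen before the rule was written. Other RNAs that are named were chosen by abundance after their values were seen.

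The alternatives were scaling by the median of ratios, by TMM or by the total of the same table, scaling by the microRNA RPM of Table S3, a minimum of 20 reads, a pseudocount of 1 read, leaving out the 3 most abundant anticodons or features, the median anticodon, the most abundant tRNALeu(TAA) locus, and the RNAcentral table in place of the Ensembl table. Added after the data were seen were the median-of-ratios factors of the other tables for tRNAs, leaving out the 3 anticodons with the most reads in AF25-high or with the largest difference in RPM, the rRNAs of both tables summed, and Snord43 counted among the snoRNAs. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and the TMM factor (used for scaling only) came from edgeR 4.0.16 in R 4.3.3. The steps were tested on simulated data, in which reads were drawn from the means of both libraries with known 4-fold changes. The draws had Poisson counting error only, the error that the interval assumes, so they check the calculation and not the spread between cultures. The 95% interval held the true ratio for 96.7% of 153 tRNA loci, 95.6% of 435 Ensembl features and 95.8% of 354 RNAcentral entries with at least 20 reads. All simulated 4-fold changes at this minimum were found as at least 2-fold apart (76, 68 and 45 in the tables, in this order). Of the unchanged features, 0%, 0.82% and 2.91% were also at least 2-fold apart. Lengths of fragments and positions of reads within a tRNA, and RNA of other cells and stresses in the paper, were not analysed here.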

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

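The RNAs below are outside those the paper discusses one by one. They have at least 1000 reads in the higher library and an interval of the ratio (AF25-high to AF25-low) beyond 2-fold, apart from Rny3, mt-Rnr1 and the mitochondrial tRNAs as a class, which were added after their values were seen. The tests of explanations in this part were chosen after the results were seen, while the scalings and the ratio without the 3 anticodons with the most reads in both libraries were planned.

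Several abundant structured RNAs had fewer reads in AF25-high cells, Rny1, a Y RNA bound by the Ro60 protein (ratio 0.309, 0.304 to 0.314 at 21104 and 68882 reads), Rmrp, the RNA of RNase MRP (0.377, 0.366 to 0.388 at 6314 and 16903 reads), and mt-Rnr2, the large mitochondrial rRNA (0.451, 0.447 to 0.455 at 70792 and 158327 reads). Rny3 followed them at 0.514 (0.499 to 0.530), while mt-Rnr1, the small mitochondrial rRNA, had more reads in AF25-high (1.44, 1.38 to 1.51). Scaling moves every RNA of a table by the same factor. Of the 432 other Ensembl features with at least 20 reads, 86.3% had a ratio above the highest upper bound of Rny1, Rny3, Rmrp and mt-Rnr2. The lower quartile of these features was 0.678 and their median 1.04. Rny1, Rmrp and mt-Rnr2 were flagged for ratios beyond 2-fold, and Rny3 was added after its value was seen. Most other features lie above RNAs chosen in this way, so the comparison cannot decide whether scaling accounts for their ratios. In each scaling tried, Rny1, Rny3, Rmrp and mt-Rnr2 stayed below 1. The highest ratios, by the total of the Ensembl table, were 0.435, 0.724, 0.530 and 0.635, in this order. The level of AF357425 cannot be told apart from the chemistry and dose of the oligonucleotides, with 1 library per condition.

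tRNA reads were higher in AF25-high, and mitochondrial tRNAs, which the paper does not report on, had a ratio of 1.44 (1.39 to 1.48) at 8794 and 6178 reads. A uniform rise of all fragments other than microRNAs would raise snoRNAs and rRNAs alike, but summed over the Ensembl and RNAcentral tables snoRNAs had a ratio of 0.919 and rRNAs of 1.02, although the few snoRNA reads of RNAcentral alone (878 and 624) had 1.42. Scaled to the whole library, a few anticodons do not carry the whole difference. The tRNA ratio was then 1.43 without ProTGG, LysCTT and LysTTT (most reads in both libraries). With TyrGTA left out in place of LysTTT (most reads in AF25-high) it was 1.35. Without ProTGG, TyrGTA and MetCAT (largest difference in RPM) it was 1.31. The size of the difference depends on the scaling, with a tRNA ratio of 1.09 when scaled by the median of ratios of the tRNA table. By that scaling or by TMM, the ratio without ProTGG, TyrGTA and MetCAT falls below 1. The smaller difference under these scalings therefore rests on those anticodons, although the ratio without either of the other sets stays above 1. A change limited to tRNAs encoded in the nucleus, and the level of AF357425 as the cause, cannot be told apart from the spread between cultures and the differences between the oligonucleotides, with 1 library per condition.

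Other RNAs with fewer reads in AF25-high were Mir27a (ratio 0.450, 0.440 to 0.461), Gm24379, annotated as miscellaneous RNA (0.225, 0.201 to 0.252), Gm24339, annotated as snoRNA (0.321, 0.283 to 0.364), and the RNAcentral entries URS00008C8849 (0.442, 0.424 to 0.461) and URS00006D9FBC (0.357, 0.327 to 0.389). RNAs with more reads in AF25-high were Gm30489, annotated as antisense RNA (4.57, 4.22 to 4.94), and Mir5099 (2.27, 2.20 to 2.33). Gm26917 (3.26, 3.12 to 3.40) and 4933435F18Rik (2.30, 2.15 to 2.45), both annotated as lincRNA, were also higher. So were the RNAcentral entries URS00009C0148 (6.91, 5.97 to 8.02) and URS000020BD15 (5.27, 4.83 to 5.76). The values of Mir27a and Mir5099 rest on reads listed under Ensembl microRNA genes and do not measure the microRNAs of miRBase. The 2-fold bound depends on the scaling for mt-Rnr2, Mir27a and Rmrp, at 0.635, 0.633 and 0.530 when scaled to the total of the Ensembl table, and for 4933435F18Rik and Mir5099, at 1.99 and 1.97 by the median of ratios.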

How the results depend on the processing

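The settings added after seeing the data were the scalings of tRNAs by the factors of the other tables, tRNAs without the 3 anticodons with the most reads in AF25-high or the largest difference in RPM, the sum of both rRNA tables and Snord43 among the snoRNAs. Intervals cover counting error only, leaving out a replicate is not possible with 1 library per condition, and AF357425 gave no value. tRNALeu(TAA) and the tRNA total stayed above 1 in every setting except the tRNA total scaled to its own table, which is 1 by construction.

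Scaled by the median of ratios of the same table, the ratio was 1.09 for tRNAs (main value 1.47), 1.48 for tRNALeu(TAA) (1.98), 0.794 for snoRNAs (0.915) and 0.698 for microRNA genes (0.804), 26 anticodons were higher in AF25-high (42), and 10.1% of tRNA loci were 2-fold apart (23.5%). With TMM these were 1.10, 1.49, 0.810, 0.712, 27 and 10.7%. With the total of the same table they were 1, 1.35, 1.29, 1.13, 24 and 13.4%, snoRNAs and microRNA genes changing direction, rRNAs of Ensembl stood at 0.594 (0.422) and 26.5% of snoRNAs were 2-fold apart (18.4%). These shifts follow from the ratio of totals that each scaling sets. Scaled by the microRNA RPM of Table S3, tRNAs had 1.48. MicroRNAs make up 94.6% of the AF25-high and 95.2% of the AF25-low library, so this scaling nearly repeats the main one.

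The tRNA ratio was 1.43 without the 3 most abundant anticodons, 1.35 without the 3 with the most reads in AF25-high, 1.31 without the 3 with the largest difference in RPM, 1.34 as the median of anticodons, 1.17 with the RNAcentral factor and 1.28 with the Ensembl factor. Without the 3 most abundant features, snoRNAs had 0.954 and microRNA genes 0.957. The RNAcentral table reversed snoRNAs (1.42) and rRNAs (1.02, or 1.02 with both tables) and gave 0.435 for microRNAs. The cause was not tested. snoRNAs with Snord43 had 0.845. With no minimum of reads, 26.1% of snoRNAs were 2-fold apart. A minimum of 20 reads and a pseudocount of 1 read moved none of the totals of tRNAs, tRNALeu(TAA), snoRNAs, rRNAs or microRNA genes beyond its interval. Over all lists of at least 3 RNAs and all settings, 186 medians were compared with the main one. Of these, 104 moved by 0.1 or more on the log2 scale and 82 did not. No median among the highest 2.5% of random lists changed direction. The 1 list among the lowest 2.5%, that of Y RNAs, has 2 members and was not part of this comparison.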

Differences from the paper's values

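Of 52 anticodons, the ratio of AF25-high to AF25-low differed by more than 1.5 times from Table S2 for 4. It was 3.27 against the paper's 1.43 for LeuCAA, 1.75 against the paper's 0.72 for LeuTAG, 0.856 against the paper's 1.66 for IleGAT and 0.126 against the paper's 1.09 for HisATG, the last with 1 and 8 reads. None of the 4 scalings set before the data were examined brought them within 1.5 times. The library totals used here were set from Table S2, which describes the same 2 libraries. Ratios near those of Table S2 are therefore largely built in and are no independent check. For tRNALeu(TAA) the values were 1.98 and, in the paper, 1.97. The direction was the one in the paper for 44 of 52 anticodons, or for 32 when scaled by the median of ratios. Besides LeuTAG, IleGAT and HisATG, it was the opposite for ValAAC (0.903 against the paper's 1.3), SerTGA (0.927 against the paper's 1.12), GlyGCC (0.981 against the paper's 1.01), GlyCCC (1.21 against the paper's 0.94) and AlaCGC (1.12 against the paper's 0.85). Scaling by the median of ratios, TMM or the total of the same table gave GlyCCC and AlaCGC the paper's direction, and no scaling did so for the others. LeuCAA ranked second by ratio here among anticodons with at least 50 reads, where Table S2 has SerGGA.

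RPM of AF25-high differed for 16 anticodons, whose values against those of the paper were SerGGA 15.9 against 25, SupTTA 0.728 against 3, ProAGG 7.24 against 853, LeuTAG 40.6 against 157, ProCGG 301 against 726, ValCAC 521 against 328, GlyACC 0.451 against 22, GlyCCC 105 against 167, GlnTTG 53.4 against 85, AlaCGC 100.0 against 169, SerTGA 22.9 against 161, ValAAC 61.6 against 233, AlaTGC 512 against 334, IleGAT 3.50 against 11, SeCTCA 0.520 against 1 and HisATG 0.0347 against 2. Those of AF25-low differed for 16 anticodons, LeuCAA 54.8 against 178, SupTTA 0.344 against 1, ProAGG 3.54 against 347, LeuTAG 23.3 against 217, ProCGG 182 against 355, GlyACC 0.344 against 13, GlyCCC 87.1 against 179, GlnTTG 47.1 against 79, AlaCGC 89.3 against 198, LeuCAG 343 against 221, SerTGA 24.7 against 144, ValAAC 68.3 against 178, AlaTGC 597 against 387, IleGAT 4.09 against 7, LeuAAG 575 against 382 and HisATG 0.275 against 2. Table S2 gives whole RPM, which limits the comparison for SupTTA, SeCTCA and HisATG. For RPM of anticodons and classes, the ratio of totals of each scaling was split evenly between the 2 libraries. Under that split, scaling by the median of ratios, TMM or the total of the same table, set before the data were examined, brought 4 values within 1.5 times. These were ValCAC and AlaTGC of AF25-high and GlnTTG and IleGAT of AF25-low, and scaling by the microRNA RPM brought none. If the RPM of AF25-low is kept instead, its values do not move.

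Of the classes in Table S3, rRNA in the Ensembl table had 7.21 against the paper's 2138.41 RPM in AF25-high and 17.1 against the paper's 2084.58 in AF25-low. With the RNAcentral table, an alternative set before the data were examined, it had 2092 and 2043 RPM, and no scaling alternative brought the Ensembl values within 1.5 times. With both tables summed, a setting chosen after seeing the values that drops none of the paper's classes, it had 2099 and 2060.4 RPM. snRNA in the Ensembl table had 59.8 against the paper's 96.46 and 40.7 against the paper's 99.15 RPM. Among the alternatives set before, scaling to the total of the same table brought the AF25-high value within 1.5 times and no other did, while both tables summed, also chosen after seeing the values, gave 89.2 and 94.4. piRNA had 30.4 against the paper's 51.18 and 18.8 against the paper's 33.09 RPM, under no scaling within 1.5 times.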

Other observations

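In this part, the comparison of sums per amino acid with Table S2 was chosen after the differences were seen, and the test of RNAs with the site AACCCCA was written before it was run. In the Ensembl table the 6 highest ratios of AF25-high to AF25-low at 50 or more reads in the higher library were those of Gm44026, an antisense RNA (34.0, 13.0 to 127), Bc1, a short RNA known from neurons (21.2, 10.0 to 53.6), Gm31408 (7.84, 3.90 to 17.9), A730035I17Rik (6.78, 5.30 to 8.80), Gm10484 (6.52, 3.77 to 12.1) and Paupar, a lncRNA transcribed next to Pax6 (5.01, 3.72 to 6.84). The 6 lowest were those of Mir3473d (0.174, 0.112 to 0.262), a rare transcript of Gas5 with 17 and 86 reads (0.199, 0.111 to 0.338), Gm24379, Gm23969, annotated as snoRNA (0.247, 0.174 to 0.343), Gm22016, annotated as miscellaneous RNA (0.261, 0.208 to 0.324), and Mir574 (0.281, 0.200 to 0.387). Of the mitochondrial tRNAs with at least 20 reads, 15 of 19 were higher in AF25-high (18 higher and 1 lower when scaled to the total of the Ensembl table), with a median log2 ratio of 0.59 (percentile 99.4 of random lists matched on reads). mt-Tl1 had a ratio of 1.41 (1.34 to 1.49), mt-Tm 1.33 (1.19 to 1.48), mt-Ta 2.03 (1.79 to 2.30) and mt-Tq 2.24 (1.90 to 2.65), while the interval of mt-Tk held 1 (0.992, 0.901 to 1.09).

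RNase MRP, RNase P, 7SK and 7SL RNAs summed to a ratio of 0.446 (0.435 to 0.457), which Rmrp carries, with 0.911 (0.860 to 0.964) without it. The snRNA list, which by its names also holds the U3 genes Rnu3b3 and Rnu3a, summed to 0.914 (0.902 to 0.926), or 1.13 (1.08 to 1.19) without Rnu3b3. Y RNAs summed to a ratio of 0.341 (0.336 to 0.346), and the median of both members lay at the 1.75 percentile. Vaultrc5, a vault RNA, had 0.711 (0.660 to 0.765), Rn7s2, an RNA of the signal recognition particle, 0.906 (0.854 to 0.962), and the interval of Rn7sk held 1 (1.05, 0.796 to 1.38). 5S rRNA genes summed to 0.400 (0.278 to 0.567) at 46 and 116 reads. The scaRNAs of the Ensembl table, which guide modification of snRNAs, had a ratio of 0.727 (0.638 to 0.828) at 400 and 555 reads, and those with a Scarna name alone 0.982 (0.811 to 1.19). Among the latter, Scarna13 was lower in AF25-high (0.541, 0.408 to 0.713) and Scarna3a higher (4.26, 2.02 to 10.0). Snord64, of the imprinted Snurf-Snrpn locus, had 91 and 88 reads (1.04, 0.769 to 1.41). Mir140, known from cartilage, had 42 and 55 reads under its Ensembl gene (0.770, 0.503 to 1.17). Scaled to the total of the Ensembl table, Vaultrc5, Rn7s2, Mir140, mt-Tk, the sums of snRNAs and scaRNAs and the sum without Rmrp turn above 1, and scaled by the median of ratios Snord64, Rn7sk and the snRNA list without Rnu3b3 turn below 1.

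In the authors' deposited table of each kind, 1 feature has an adjusted p below 0.05, from a comparison without replicates. In the tRNA table it is a ValCAC locus on chromosome 13, with 3 and 53 reads, a ratio of 0.0571 (0.0114 to 0.176), against 1.36 for ValCAC as a whole. In the Ensembl table it is Gm44026. The tRNALeu(TAA) loci have an adjusted p of 1 in the authors' deposited table.

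RPM of single anticodons differ from Table S2, by up to 99.2% among 38 anticodons with at least 100 RPM there. A candidate explanation is that reads shared by tRNAs of the same amino acid were assigned to different anticodons. Summed per amino acid, the largest difference from Table S2 was 3.49%, in line with that explanation. LeuTAG and LeuCAA, whose ratios differ from Table S2, may thus trade reads with other leucine tRNAs, while the leucine sum was 1181 RPM in AF25-high against the paper's 1178 and 1119.8 RPM in AF25-low against the paper's 1119.

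A hypothesis written before its test was that noncoding RNAs with the site AACCCCA follow AF357425 as tRNALeu(TAA) does. Of 266 Ensembl RNAs of at most 400 nt with at least 20 reads, 3 hold the site, Snord34 (ratio 1.50, 1.06 to 2.12), Mir6240 (0.935, 0.849 to 1.03) and Gm25835 (0.856, 0.682 to 1.07). Their median log2 ratio was -0.10, the 35.0 percentile of random lists matched on reads. 3 RNAs are too few to decide it.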
